# MLKL is involved in the regulation of skin wound healing and interplay between macrophages and myofibroblasts in mice

**DOI:** 10.1038/s41598-025-97729-2

**Published:** 2025-04-19

**Authors:** Jiamin Zhao, Shuangyi Zhang, Yunjie Bai, Zhiguo Gong, Wenhui Bao, Zhuoya Yu, Bo Liu, Wei Mao, Surong Hasi

**Keywords:** Skin, Wound healing, MLKL, Macrophages, Myofibroblasts, Immunology, Molecular biology

## Abstract

Mixed lineage kinase domain-like protein (MLKL), a critical necroptosis effector, is strongly linked to inflammation, a key component of skin wound healing. However, its precise role in the wound healing process remains inadequately characterized. This study revealed sustained MLKL overexpression throughout the wound healing process, not limited to the early inflammation phase. Wound healing was delayed in MLKL-deficient (MLKL^−/−^) mice compared to wild type C57BL/6J (MLKL^+/+^) mice, with impaired morphological and pathological recovery. MLKL deficiency reduced the synthesis of inflammatory factors (IL-6, TNF-α, PGE_2_), tissue repair molecules (EGF, VEGF, ERα, MMP-9), and apoptosis markers (Caspase-3, p53, Bcl-2) at wound site. Subsequently, a co-culture system was established to explore the roles of MLKL in macrophage-fibroblast interactions. M1 or M2 macrophages (M1ø or M2ø) were co-cultured with fibroblast-conditioned medium (MFbCM), and fibroblasts were co-cultured with macrophage-conditioned medium (M1ø CM or M2ø CM). The results indicated that MLKL^+/+^ M1ø CM and M2ø CM significantly increased ERα, VEGF and MMP-9 protein expression levels in fibroblasts, whereas this effect was impaired when MLKL^−/−^ M1ø CM or M2ø CM were used. Similarly, MLKL^+/+^ MFbCM upregulated IL-6, NO, and TNF-α in M1ø and IL-10, arginase, and Ym-1 in M2ø, but these effects were diminished with MLKL^−/−^ MFbCM treatment. These results indicate bidirectional crosstalk between macrophages and fibroblasts, in which MLKL plays a role. Additionally, PGE_2_ was identified as a downstream mediator of MLKL-mediated interactions between macrophages and fibroblasts. In conclusion, these findings identify MLKL as a multifunctional regulator in skin wound healing in mice.

## Introduction

Skin, the largest organ in the body, safeguards normal physiological activities and protects internal organs from environmental, mechanical, microbial, and chemical stimuli. The skin frequently experiences wounds when exposed to various external stimuli. An evolutionarily conserved process exists for wound closure, including hemostasis, inflammation, cellular proliferation, and remodeling^1^. Wound healing is typically regulated by a complex system of chemokines, cytokines, and tissue growth factors, along with the interactions between different cell types at the wound site^2^. Impairments or delays in any step of these processes can result in prolonged wound healing. Thus, a comprehensive understanding of the skin wound healing process at the molecular level is essential to enhance therapeutic strategies for wound management.

When tissues sustain mechanical injury, an inflammatory response is triggered by damage-associated molecular patterns (DAMPs) released from dead and dying cells^3^. Cell death is a critical biological process that is essential for restoring and maintaining skin homeostasis. It also facilitates recovery from acute injuries and infections by regulating the barrier function and immune responses. Lytic forms of cell death, characterized by the loss of plasma membrane integrity, can provoke inflammation due to the uncontrolled release of intracellular contents. Programmed cell death occurs in several distinct forms, including apoptosis, necroptosis, pyroptosis, NETosis, and ferroptosis, many of which contribute to inflammation and associated diseases. Apoptosis involves a caspase cascade to minimize inflammation by preventing the activation of inflammatory pathways within the cell and reducing the immunogenicity of cellular contents. In contrast, necroptosis proceeds independently of caspases and involves permeabilization of the plasma membrane and early lysis, thus lacking the protective mechanisms that limit immunogenicity. This inflammatory process releases intracellular components that function as DAMPs^4^. Elevated levels of receptor-interacting protein kinase 3 (RIPK3) and pseudokinase mixed lineage kinase domain-like proteins (MLKL) are associated with a necrosome complex formation. Within this complex, RIPK3 interacts with the RHIM domain of RIPK1, where phosphorylation stabilizes its association and activates RIPK3^5–7^. Phosphorylated RIPK3 subsequently phosphorylates MLKL, which oligomerizes and translocates to the plasma membrane. This disrupts the membrane, leading to the release of intracellular contents, cellular swelling, rupture, and necroptotic cell death^8–10^. Although necroptosis is closely related to inflammation, which is an essential process in skin wound healing, there is currently no convincing evidence that necroptosis or related effector (e.g., MLKL) participates in skin wound healing.

After injury, macrophages are recruited to the wound site after or simultaneously with neutrophil invasion^2^. Macrophages are highly efficient in tissue repair because of their versatility and plasticity^11^. They phagocytose necrotic cellular debris and pathogenic materials or microorganisms at the site of injury via evolutionarily conserved receptors. Macrophages exhibit morphological changes and other actions in response to local signals^2^. Traditionally, macrophages have been categorized into two main subsets: classically (M1) and alternatively (M2) activated. M1 macrophages are induced by pro-inflammatory stimuli and further propagate inflammation by releasing inflammatory cytokines (e.g., interleukin-1(IL-1), IL-6, and tumor necrosis factor-α (TNF-α)). As wound healing progresses, these macrophages phagocytose apoptotic neutrophils, replacing them with primary inflammatory cells. During the later stages of wound healing, M2 macrophages release anti-inflammatory mediators and growth factors that promote angiogenesis, reepithelialization, and fibroplasia etc^12^. The ablation of macrophages leads to delayed wound repair, directly demonstrating their crucial role in wound healing^13^. Similarly, delayed re-epithelialization and angiogenesis were observed when macrophages were knocked down during the early healing stages^2^. Macrophages in the wound bed activate proliferation in fibroblasts^14^. After injury, multiple fibroblast subsets become activated myofibroblasts, contributing to tissue repair and scar formation^14^. Fibroblasts produce extracellular matrix (ECM) molecules that regulate the tissue strength and resilience. An imbalance in ECM maintenance can lead to tissue dysfunction^15^.

Although the individual roles of macrophages and fibroblasts in skin wound healing are well defined, the crosstalk between these cells is crucial in the four overlapping phases of wound healing, and the underlying mechanisms have not yet been fully elucidated. Miscommunication between macrophages and fibroblasts is a critical factor that shifts the balance from physiological repair to pathological fibrosis^15^. Macrophage depletion during wound healing leads to a reduction in the number of fibroblasts^16^. Multiple cytokines are potential mediators in the interaction between macrophages and fibroblasts, including fibroblast growth factors (FGFs), platelet-derived growth factor, vascular endothelial growth factors (VEGFs), IL-6, IL-13, prostaglandin E_2_ (PGE_2_), and transforming growth factor-β (TGF-β1) etc^17–20^. In a cutaneous wound model, the expression of cyclooxygenase-2/PGE_2_/EP4 cascade increases after damage^21,22^. Elevated PGE_2_ level accelerates the cutaneous wound healing process^21,23^. PGE_2_ not only accelerates the healing rate but also remodels the skin structure at injured sites with new hair follicles and sebaceous glands. Furthermore, PGE_2_ hydrogels display obvious anti-inflammatory and pro-angiogenic effects by inducing macrophage polarization from the M1 phenotype to M2 phenotype at the injured sites. Previous studies have shown that PGE_2_ affects the migration and contraction of human fetal dermal fibroblasts, preventing fibrotic processes during wound healing^24,25^. Myofibroblast-derived PGE_2_ activates macrophages by interacting with specific receptors^20^. These phenomena indicate that PGE_2_ might be a potential intermediatory in mediating the interaction between macrophages and fibroblasts in wound healing process, which needed to be clarified.

In this study, wild type C57BL/6J (MLKL^+/+^) and MLKL-deficient (MLKL^−/−^) mice were used as experimental models to examine the role of MLKL in skin wound healing by creating dorsal cutaneous wounds. The role of MLKL in the interaction between macrophages (M1 and M2) and myofibroblasts was also investigated. Furthermore, we identified a potential intermediary, PGE_2_, that is responsible for mediating the role of MLKL in regulating the interaction between M1/M2 macrophages and myofibroblasts.

## Results

### MLKL expression and its impact on skin wound healing in mice

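Skin from the wound site of MLKL+/+ mice was sequenced at 7 time points after a punch wound to the back, with 4 libraries per time point and 28 libraries in all. The paper's methods give the time points as days 1, 3, 5, 7, 10, 12 and 14 after injury. The legends of Figs. 1 and 2 count the day of the injury as day 1. The sample labels give the earliest one as day 0 and treat it as the control, and it is called day 1 here, as in the paper. The text that goes with the labels speaks of 5 repeats per time point, while 4 libraries per time point were analysed here, the number given in the legend of Fig. 1A. RNA was extracted with TRIzol, and the libraries were made with the VAHTS Universal V6 kit.

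The authors deposited the counts of reads on each gene symbol without normalization, together with FPKM values (fragments scaled to gene length and library size) that follow from the same counts. The paper's text does not name the aligner, the annotation or the genome build, so genes are given by symbol and without positions. Between 36706513 and 40655764 reads per library were counted on genes. The total counts ranged from 36706513 to 40492661 on day 1 (median 39164663), from 38946853 to 39114643 on day 3 (median 39007440) and from 39321598 to 40368542 on day 5 (median 39780068). They ranged from 39491802 to 40368801 on day 7 (median 39994911), from 38686624 to 39516651 on day 10 (median 39464455), from 39986891 to 40655764 on day 12 (median 40334221) and from 38387970 to 39630672 on day 14 (median 38796838).

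Each later day was compared with day 1 by edgeR's quasi-likelihood test (two-sided) on the counts, with TMM normalization and all 28 libraries in 1 fit with 21 residual degrees of freedom. Of the 29068 genes in the table, 18107 had enough counts for the test by edgeR's filter on low counts, and 347 had no count in any library. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. The comparison group was the most variable one. The biological coefficient of variation was 26.4% among the day 1 libraries and between 5.70% and 10.8% within the later days. The fit pools the dispersion of a gene over all days, so the standard errors given here do not carry the larger spread of day 1. No pair of libraries of the same day was alike within counting noise, since the median chi-square per gene was at least 1.50 against 0.455 for counting noise alone.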

To identify potential target genes associated with tissue repair, particularly those related to cell programmed death, we conducted transcriptome sequencing at the wound site in MLKL^+/+^ mice from day 1 to 14. 

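The heatmaps of Fig. 1A show 30 genes for each of 6 days, 67 different genes in all, and the change of each gene on its panel's day against day 1 was taken from the counts. By the criteria of the paper's methods (log2 fold change over 1.5 and unadjusted P under 0.05), 16 of the 30 genes were higher on day 3, 11 on day 5, 9 on day 7, 9 on day 10, 2 on day 12 and 3 on day 14. Without a limit on the fold change, 28, 29, 22, 25, 20 and 24 genes were higher on these days with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. The numbers were 28, 29, 23, 25, 20 and 25 when adjusted over the list alone, which is not independent evidence because the panels were chosen on these libraries. A fold change over 1.5, in place of a log2 fold change over 1.5, was reached by 28, 29, 19, 15, 8 and 10 genes.

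The largest increase in the panels of days 3 and 5 was that of Il1b, with a log2 fold change of 6.00 (standard error 0.21) and 5.57 (standard error 0.21). Gsdmc had the largest increase in the panel of day 7 (4.00, standard error 0.34) and Unc5c in that of day 10 (4.34, standard error 0.20). In the panel of day 12 it was Topaz1, at 1.74 with a standard error of 0.79 and an adjusted p of 0.073 (edgeR, Benjamini-Hochberg). Topaz1 was at 2.67 with an adjusted p of 0.023 (edgeR, Benjamini-Hochberg) without day 1 replicate 1, and its adjusted p was 0.0496 without composition normalization (edgeR, Benjamini-Hochberg) and 0.0456 with limma on log2(FPKM + 0.1) (Benjamini-Hochberg). In the panel of day 14 it was Gsdmc2, at 1.91 with a standard error of 0.60, and at 1.46 with an adjusted p of 0.051 (edgeR, Benjamini-Hochberg) without day 14 replicate 4. Gsdmc and Gsdmc2 belong to a family of near-identical genes whose reads could have been split in counting, so their values are uncertain. At the other end of the panels, Pkm had a log2 fold change of 0.80 on day 3 and 0.67 on day 5, and Zbp1 had 0.23 on day 7, where it was at 0.51 with an adjusted p of 0.0040 (edgeR, Benjamini-Hochberg) without day 1 replicate 1. Fasl had -0.056 on day 10 and -0.015 on day 12, and Insl6 had -0.035 on day 14. Each of these last 3 differences was smaller than its standard error (0.52, 0.51 and 0.23) and changed sign under other normalizations or with single libraries left out. The panels also hold 6 genes with too few counts for the test, which were Gsdmc3, Gzmn, Gzme, Gzmd, Pjvk and Cntf.

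Across the tested genes of a panel, the position from top to bottom followed the fold change, with a Spearman's rho of -0.98 on day 3, -0.95 on day 5, -0.98 on day 7, -0.94 on day 10, -0.75 on day 12 and -0.95 on day 14. These are correlations across genes, which are not independent replicates.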

Based on transcriptome sequencing data, we selected genes associated with cell programmed death and mapped the top 30 upregulated genes. 

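Mlkl was listed in all 6 panels, together with Sycp2, Gsdmc, Tnf and Hk3. Its FPKM was 4.06 ± 0.68 (SD, n = 4 libraries) on day 1, from 391 to 563 counts per library. It rose to 9.32 ± 0.51 on day 3, from 985 to 1118 counts, and was 8.68 ± 0.26 on day 5, 6.90 ± 0.43 on day 7, 5.68 ± 0.53 on day 10, 5.67 ± 0.31 on day 12 and 4.44 ± 0.59 on day 14 (SD, n = 4 each).

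**Figure D1:**
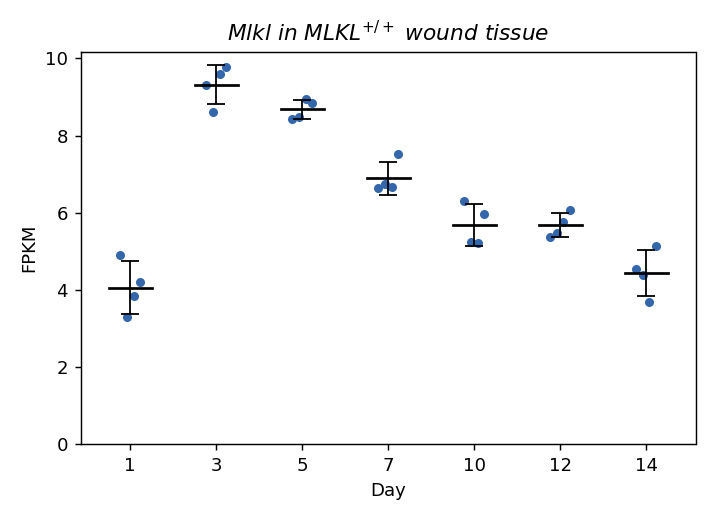
FPKM of Mlkl (vertical axis) at the wound site by day (horizontal axis), with a point for each of 4 libraries per day and the mean and SD of each day. The mean is 9.32 on day 3 and falls to 4.44 on day 14, where the libraries overlap those of day 1.

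Against day 1, the log2 fold change of Mlkl was 1.26 on day 3 (standard error 0.094, adjusted p = 2.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 2.39-fold increase. It was 1.14 on day 5 (adjusted p = 3.2e-11, edgeR, Benjamini-Hochberg), 0.76 on day 7 (adjusted p = 1.1e-07), 0.43 on day 10 (adjusted p = 0.00038) and 0.34 on day 12 (adjusted p = 0.0041). On day 14 it was -0.0023 (standard error 0.094, adjusted p = 0.985, edgeR, Benjamini-Hochberg), so that no difference from day 1 was detectable at this depth. All 4 libraries of days 3, 5, 7 and 10 were above all 4 of day 1 (exact two-sided permutation test, p = 0.0286 on each day, the smallest p that 4 libraries against 4 allow). The test used log2 CPM (counts scaled to the normalized library size). On this scale, 3 of the 4 libraries of day 12 were above all of day 1 (exact permutation p = 0.057). On day 14 none was (exact permutation p = 0.971). By FPKM, all 4 of day 12 were above (5.38 to 6.07, against at most 4.92 on day 1). Day 14 replicate 4 was as well (5.13).

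The log2 fold change did not reach 1.5 on any of these days. With each library of the 2 days left out in turn, it stayed between 1.17 and 1.41 on day 3 and between 0.25 and 0.46 on day 12, and ran from -0.067 to 0.19 on day 14. Of the other settings tried, limma on log2(FPKM + 1) moved the day 3 value most, to 1.04. On day 14, 12 of 14 other settings gave a value above 0. Only 1 of these had a p under 0.05, the log2 ratio of Mlkl to Gapdh counts, a setting chosen after seeing the data, at 0.82 above day 1 (exact permutation p = 0.0286).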

MLKL were identified with sustained overexpression throughout the wound healing process from day 1 to 14 (Fig. 1A). The mRNA and protein expression confirmed that MLKL was consistently overexpressed in the wound tissue from day 1 to 14 (Fig. 1B, C). A specific anti-MLKL antibody was used to verify the absence of MLKL protein in M1 macrophage, M2 macrophage, and myofibroblast obtained from MLKL knockout mice (Fig. 1D). Collectively, these findings suggest that MLKL may serve as a potential regulator of skin wound healing in mice.

**Fig. 1:**
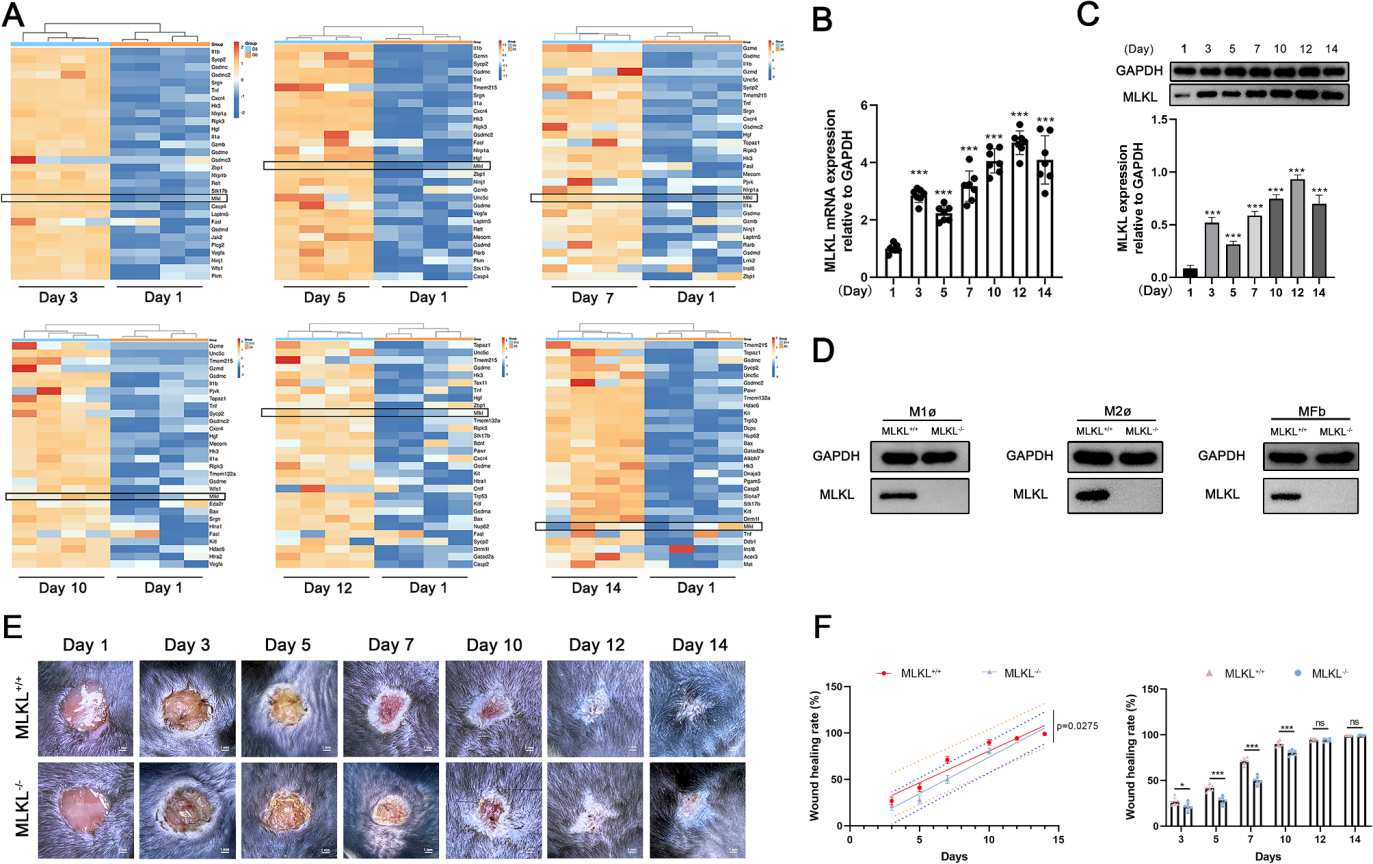
MLKL expression and its role in skin wound healing dynamics in mice. (**A**) Heatmap shows top up-regulation 30 genes from programmed cell death in wound tissues from day 1 to 14. Horizontal represents genes, where each column represents one sample. Red represents increased expression genes, and blue represents decreased expression genes (*n* = 4). (**B**) MLKL mRNA expression in MLKL^+/+^ skin wound tissues from day 1 to 14 was measured by RT-PCR (*n* = 7). GAPDH was used as a loading control. (**C**) MLKL protein expression in MLKL^+/+^ skin wound tissues from day 1 to 14 was measured by western blot (*n* = 4). GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. (**D**) Western blot analysis of MLKL protein levels in M1 macrophages, M2 macrophages and myofibroblasts obtained from MLKL^+/+^ mice and MLKL^−/−^mice. (**E**) The 6 mm diameter excisional biopsies were obtained from the back of MLKL^+/+^ mice and MLKL^−/−^ mice. (**F**) Linear regression analysis was done with day as independent variable and reduction in wound area (healing rate) as dependent variable. The mean value of wound healing rate was calculated based on the original wound size of each biopsy site (*n* = 6). Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD and analyzed by Student t test or one-way ANOVA followed by Tukey’s multiple comparisons test. *P < 0.05, ***P < 0.001. *ns* not significant. Day 1 refers to the day the injury was created.

To investigate the involvement of MLKL in skin wound healing, the process of skin wound closure was compared between MLKL^+/+^ and MLKL^−/−^ mice within 14 days. The delayed wound healing was observed in MLKL^−/−^ mice compared with that in MLKL^+/+^ mice, which was obvious on days 3, 5, 7, and 10 (Fig. 1F). The wound healing ratios are shown in (Table 1). The histological characteristics of the wound closure process indicated that the healing speed of skin wounds was impaired in MLKL^−/−^ mice. On day 3, necrotic scabs were observed on the surface of the wounds of both mice, with a large amount of serous fluid, cellulose exudation, and granulation tissue regeneration at the edge of the wounds (Fig. 2). On day 5, the surface of the wounds in both groups was covered with a thick layer of necrotic scab, and the granulation tissue filled the wounds and began to mature, with epidermal differentiation and thickening. The difference was that more granulation tissue filled the wounds of MLKL^+/+^ mice than those of MLKL^−/−^ mice, and epidermal regeneration covered half of the wounds in MLKL^+/+^ mice and 1/3 of the wounds in MLKL^−/−^ mice (Fig. 2). On day 7, the epidermis on the wound surface of the two types of mice had completely regenerated, forming a thick layer covering the wound. The wound was filled with regenerated granulation tissue, and most of the granulation tissue was mature. The difference was that the granulation tissue near the regenerated epidermis in the wounds of MLKL^+/+^ mice was clearly congested. Local granulation tissue was congested between granulation tissue and epidermal regeneration in the wounds of MLKL^−/−^ mice (Fig. 2). On day 10, granulation tissue filled the wounds in both types of mice, most of which were mature. The number of collagen fibers in the wounds of MLKL^+/+^ mice was significantly higher than that in the wounds of MLKL^−/−^ mice (Fig. 2). On day 12, granulation tissue filled the wounds of both types of mice, and the epidermis regenerated completely and differentiated well, forming a thick epidermis. Most of the granulation tissue in the wounds of the MLKL^+/+^ mice was mature, with increased collagen fibers and local vascular congestion. Most granulation tissues in the wounds of MLKL^−/−^ mice began to mature and scattered neutrophils infiltrated the granulation tissue (Fig. 2). On day 14, the granulation tissue in the wounds of both mice was filled and fully mature, and epidermal regeneration completely covered the wounds to form a thick layer (Fig. 2). These findings suggested that MLKL is involved in skin wound healing in mice.

**Table 1:** Wound healing ratio.

Wound healing						
Day	MLKL^+/+^			MLKL^−/−^		
	Mean (%)	±SD	*n*	Mean (%)	±SD	*n*
3	26.87	3.91	6	21.43	4.12	6
5	41.11	3.95	6	28.17	3.99	6
7	71.01	3.32	6	50.12	4.18	6
10	89.98	2.81	6	80.44	2.79	6
12	94.47	1.45	6	93.98	1.71	6
14	99.20	0.29	6	99.12	0.55	6

**Fig. 2:**
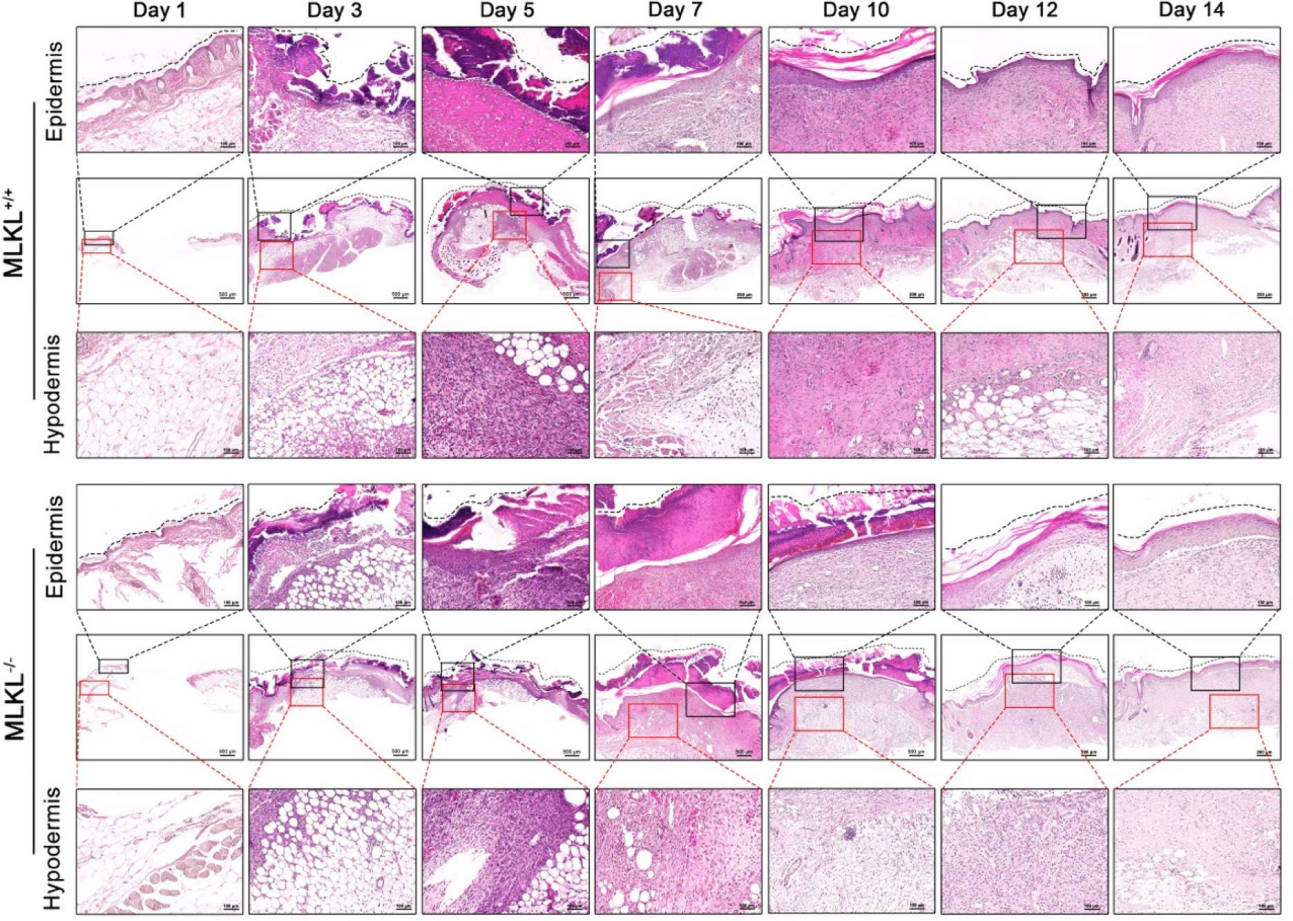
Delay of skin wound healing in MLKL^−/−^ mice. The representative histological examination of MLKL^+/+^ and MLKL^−/−^ mice skin wound by H&E staining at day 1, 3, 5, 7, 10,12 and 14 after injury. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. The wound surface was marked by dashed line. Scale bar = 500, 200 or 100 μm. Day 1 refers to the day the injury was created.

### MLKL deficiency impairs inflammatory response and apoptosis in wound tissue

The inflammatory mediators and apoptosis related factors were detected in wound tissue of MLKL^+/+^ and MLKL^−/−^ mice. The expression levels of caspase-3 and p53 in the wound area of MLKL^−/−^ mice were lower than those in MLKL^+/+^ mice, as determined by immunofluorescence staining and Western blot analysis. (Fig. 3A, B). The expression of B cell leukemia 2 (Bcl-2) in the MLKL^−/−^ wound area was higher than that in the MLKL^+/+^ mice (Fig. 3A, B). Second, the inflammatory mediator including IL-6, TNF-α, and PGE_2_ secretion in MLKL^−/−^ wound tissue was lower than that in MLKL^+/+^ mice (Fig. 3C). For serum, IL-6 and TNF-α secretion in MLKL^−/−^ mice was lower than in MLKL^+/+^ mice. PGE_2_ levels in the sera of MLKL^−/−^ mice were higher than those in the sera of MLKL^+/+^ mice. In addition. the pre-injury PGE_2_ level in serum of MLKL^+/+^ and MLKL^−/−^ mice was approximately 0.4 ng/mL, as determined by ELISA. After injury, the PGE_2_ levels in serum of MLKL^+/+^ and MLKL^−/−^ mice significantly increased compared to pre-injury (Supplementary Material, Fig. S1). Taken together, these results suggest that MLKL is involved in the regulation of apoptosis and inflammatory responses during the wound healing process.

**Fig. 3:**
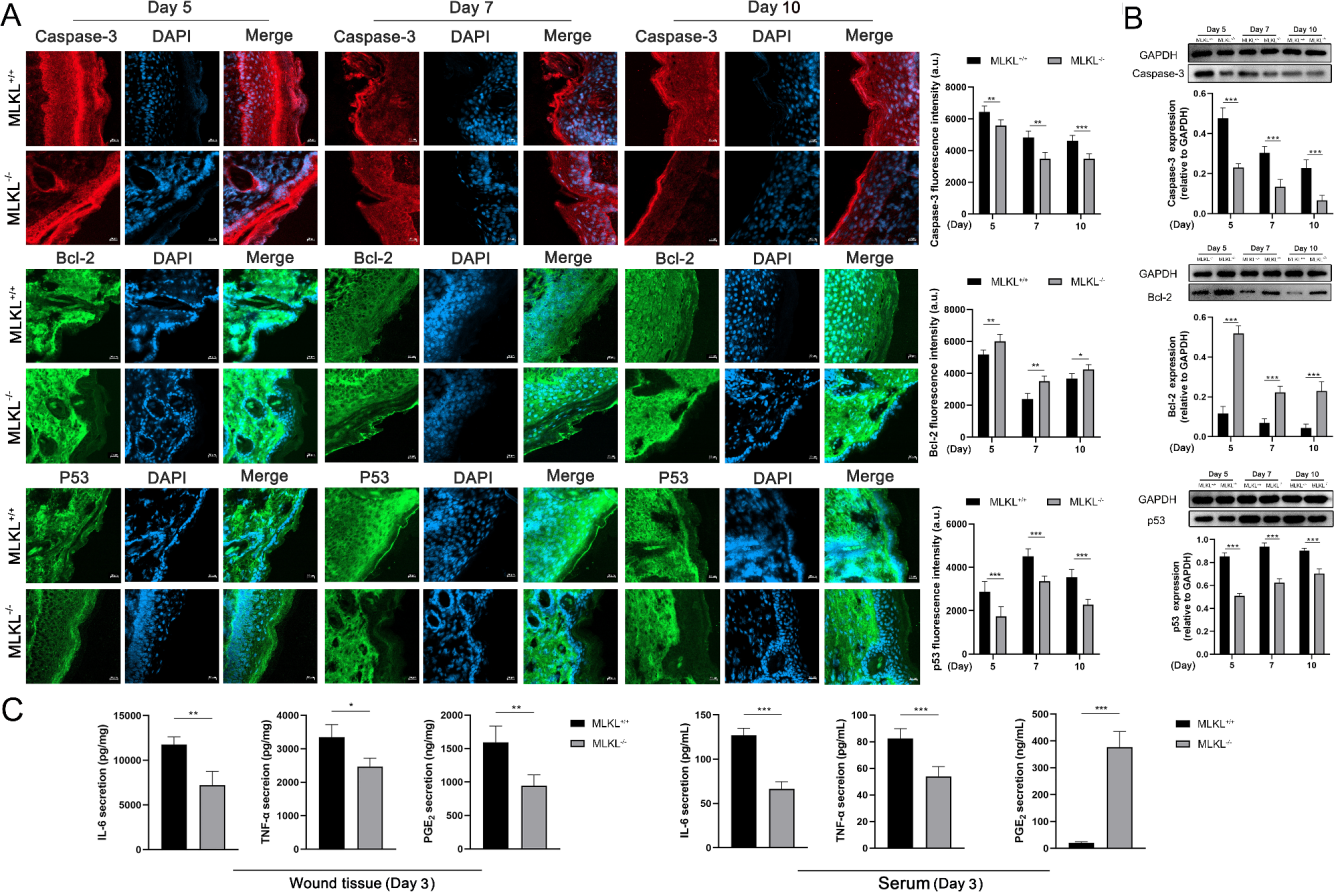
MLKL is involved in inflammatory mediator synthesis and apoptosis in wound site. (**A**) The skin wound tissues of MLKL^+/+^ and MLKL^−/−^ mice were subjected to immunofluorescence staining for Caspase-3 (red), Bcl-2 (green) P53 (green) and nuclear (DAPI, blue) on the 5, 7 and 10th days after wound injury. Merge represents the composite picture of target protein and nuclear. The confocal microscope was used for image acquisition (×200 magnification), and the mean value of fluorescence intensity was used to perform calculation (*n* = 6). (**B**) The protein expression of Caspase-3, Bcl-2 and P53 in wound tissue of MLKL^+/+^ and MLKL^−/−^ mice was evaluated by western blot (*n* = 4–6). GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. (**C**) The secretion of IL-6, TNF-α and PGE_2_ in wound tissue and serum of MLKL^+/+^ and MLKL^−/−^ mice was evaluated by ELISA (*n* = 6). Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD of multiple independent experiments and analyzed by Student t test. *P < 0.05, **P < 0.01, ***P < 0.001. *a. u.* arbitrary unit. Scale label = 20 μm.

### MLKL deficiency impairs tissue growth factor expression in wound site

The expression levels of growth factors, including epidermal growth factor (EGF), VEGF, estrogen receptor α (ERα), and matrix metalloprotein-9 (MMP-9) in the wound tissue of both MLKL^+/+^ and MLKL^−/−^ mice were measured using immunofluorescence staining and Western blot analysis. The results revealed that the expression levels of EGF, VEGF, ERα, and MMP-9 in the MLKL^−/−^ wound area were lower compared with that in MLKL^+/+^ mice on day 5, 7 and 10 (Fig. 4). These findings suggest that MLKL is involved in regulating the synthesis of these growth factors at skin wound sites.

**Fig. 4:**
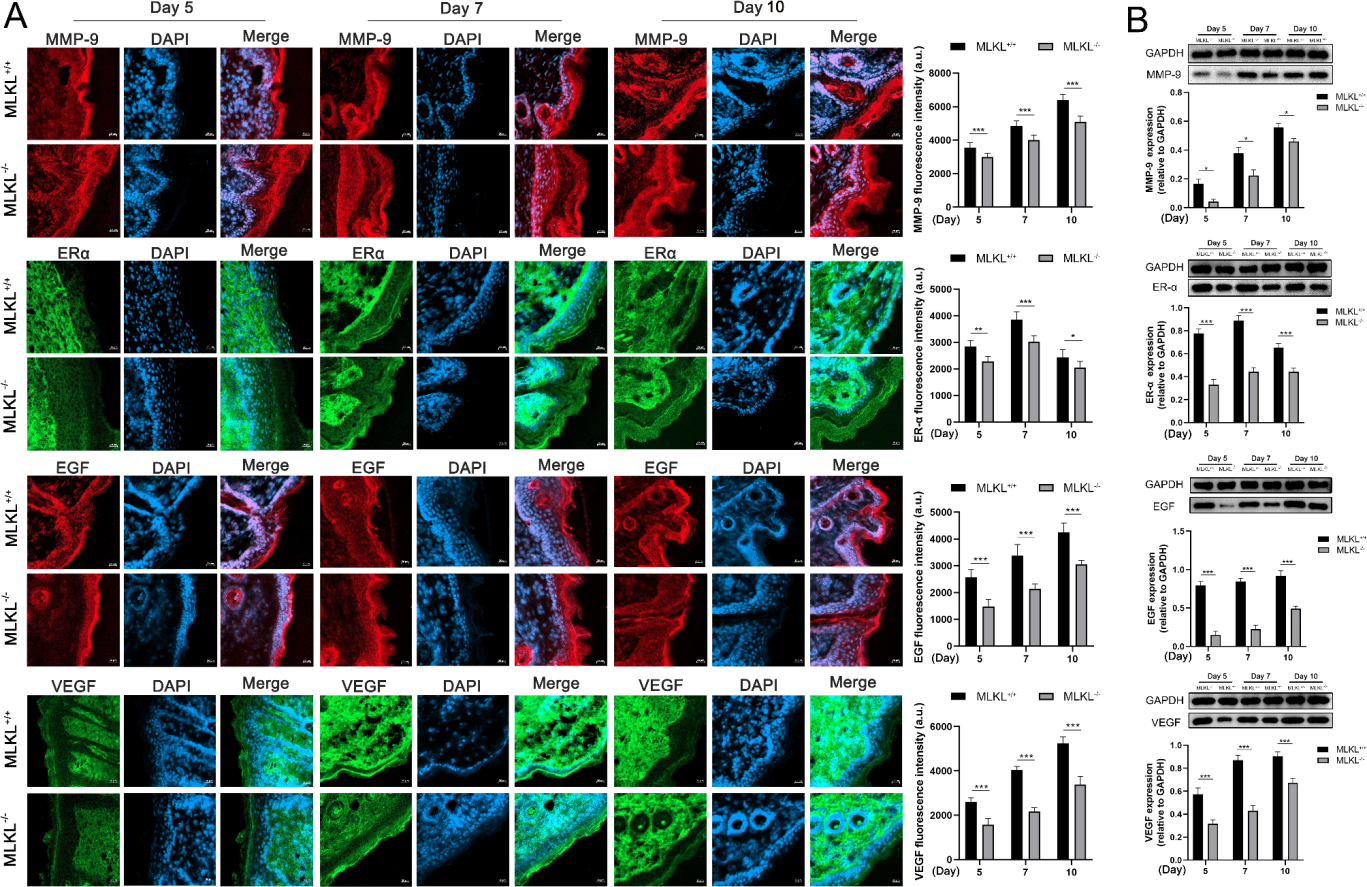
MLKL is involved in tissue growth related factors expression in wound site (**A**) The skin wound tissues of MLKL^+/+^ and MLKL^−/−^ mice were subjected to immunofluorescence staining for MMP-9 (red), ERα (green), EGF (red) VEGF (green) and nuclear (DAPI, blue) on the 5th, 7th and 10th days after wound injury. Merge represents the composite picture of target protein and nuclear. The immunofluorescence staining was imaged by fluorescence microscopy (Zeiss LSM 800 laser, ×200 magnification), and the mean value of fluorescence intensity was used to perform calculation (*n* = 6). (**B**) The protein expression of EGF, VEGF, MMP-9 and ERα in wound tissue of MLKL^+/+^ and MLKL^−/−^ mice was evaluated by western blot (*n* = 4–6). GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD of multiple independent experiments and analyzed by student t test. *P < 0.05, **P < 0.01, ***P < 0.001. *a. u.* arbitrary unit. Scale label = 20 μm.

### MLKL in M1/M2 macrophages regulates the activity of myofibroblasts

To explore the roles of MLKL in M1 macrophages in regulating the activity of myofibroblasts, MLKL^+/+^ and MLKL^−/−^ M1ø CM were co-cultured with MLKL^+/+^ myofibroblasts separately. We found that the inducible effect of MLKL^+/+^ M1ø CM on ERα, VEGF, and MMP-9 protein expression in myofibroblasts was inhibited when treatment was replaced with MLKL^−/−^M1ø CM (Fig. 5A). Similarly, to explore the roles of MLKL in M2 macrophages in regulating the activity of myofibroblasts, MLKL^+/+^ and MLKL^−/−^ M2ø CM were co-cultured with MLKL^+/+^ myofibroblasts separately. We found that the inducible effect of MLKL^+/+^ M2ø CM on ERα, VEGF, and MMP-9 protein expression in myofibroblasts was also inhibited when treatment was replaced with MLKL^−/−^ M2ø CM (Fig. 5B). The mRNA expression is not always consistent with protein expression of target, while these results suggested that MLKL in macrophages regulates the growth factors expression in myofibroblasts.

**Fig. 5:**
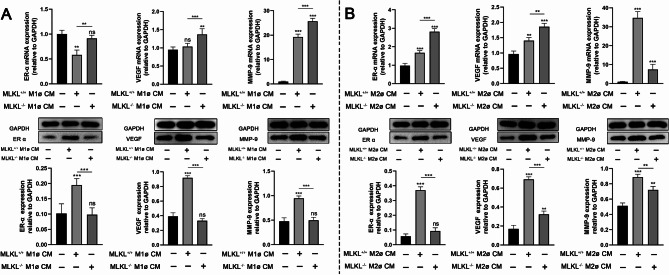
MLKL in macrophages affects the activity of myofibroblasts. (**A**) The mRNA and protein expression of VEGF, MMP-9 and ERα in MLKL^+/+^ myofibroblasts treated with MLKL^+/+^ M1ø CM, or MLKL^−/−^M1ø CM. (**B**) The expression of VEGF, MMP-9 and ERα mRNA and protein in MLKL^+/+^ myofibroblasts treated with MLKL^+/+^ M2ø CM, or MLKL^−/−^M2ø CM. GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD and were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test (*n* = 4–6). **P < 0.01, ***P < 0.001. *ns* not significant.

### MLKL in fibroblasts regulate the activity of M1/M2 macrophages

We individually co-cultured M1 and M2 macrophages in MLKL^+/+^ fibroblast-conditioned medium (MFbCM). The results indicated that MLKL^+/+^ MFbCM induced the synthesis of IL-6, nitric oxide (NO), and TNF-α in M1 macrophages, whereas this inductive effect was inhibited when MLKL^−/−^ MFbCM was used (Fig. 6A). We observed lower expression of arginase and Ym1 at the MLKL^−/−^ skin wound site than at the MLKL^+/+^ wound site (Fig. 6C, D). Additionally, the results showed that MLKL^+/+^ MFbCM induced the synthesis of IL-10, arginase, and Ym1 in M2 macrophages; however, this inductive effect was inhibited when MLKL^−/−^ MFbCM was used (Fig. 6B).

**Fig. 6:**
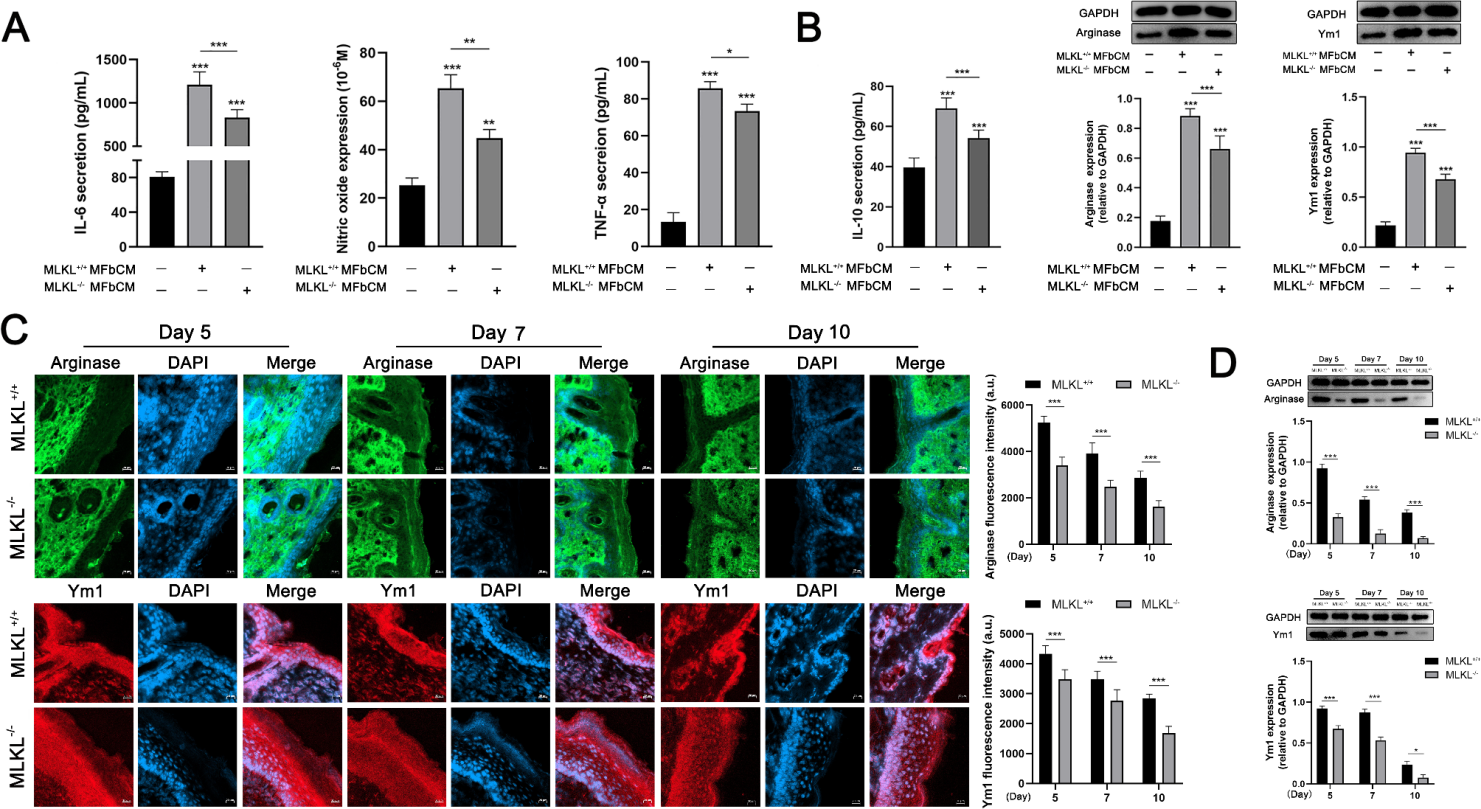
MLKL in myofibroblasts affects the activity of macrophages. (**A**) The secretion of IL-6, NO and TNF-α in MLKL^+/+^ M1ø treated with MLKL^+/+^ MFbCM, or MLKL^−/−^ MFbCM. (**B**) The secretion of IL-10, arginase and Ym1 in MLKL^+/+^ M2ø treated with MLKL^+/+^ MFbCM, or MLKL^−/−^ MFbCM. (**C**)The skin wound tissues of MLKL^+/+^ and MLKL^−/−^ mice were subjected to immunofluorescence staining for arginase (red), Ym1 (green) and nuclear (DAPI, blue) on the 5, 7 and 10th days after wound injury. Merge represents the composite picture of target protein and nuclear. The immunofluorescence staining was imaged by fluorescence microscopy (Zeiss LSM 800 laser, ×200 magnification), and the mean value of fluorescence intensity was used to perform calculation (a. u., arbitrary unit). (**D**) The protein expression of arginase and Ym1 in wound tissues of MLKL^+/+^ and MLKL^−/−^ mice were determined by western blot. GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD of multiple independent experiments and analyzed by Student t test or one-way ANOVA followed by Tukey’s multiple comparisons test (*n* = 4–6). *P < 0.05, **P < 0.01, ***P < 0.001. Scale label = 20 μm.

### PGE_2_ is one of the mediators in the cross-talk between macrophages and myofibroblasts

The above-mentioned research indicates that MLKL plays a role in the interaction between macrophages and myofibroblasts. We observed that the expression of cyclooxygenase-2 (COX-2) was lower in MLKL^−/−^ M1/M2 macrophages and myofibroblasts compared to MLKL^+/+^ cells (Fig. 7B). Additionally, the secretion of PGE_2_ was reduced in MLKL^−/−^ M1ø/M2ø CM and MFbCM compared to MLKL^+/+^ CMs (Fig. 7A), suggesting that PGE_2_ might act as an intermediary in the interactions between macrophages and myofibroblasts. To explore this further, we supplemented MLKL^−/−^ MFbCM or M1ø / M2ø CM with exogenous PGE_2_ to match the amount lost in MLKL^−/−^ cells. The results demonstrated that MLKL^−/−^ M1ø CM or M2ø CM supplemented with PGE_2_ enhanced the protein expression of VEGF and MMP-9 in myofibroblasts (Fig. 8A, B). However, when MLKL^−/−^ MFbCM was supplemented with PGE_2_, the effects differed: IL-6 synthesis remained unaffected, NO secretion was further inhibited, and TNF-α was enhanced in M1 macrophages (Fig. 9A). Additionally, MLKL^−/−^ MFbCM supplemented with PGE_2_ decreased IL-10 and Ym1 expression, while enhancing arginase expression in M2 macrophages (Fig. 9B).

**Fig. 7:**
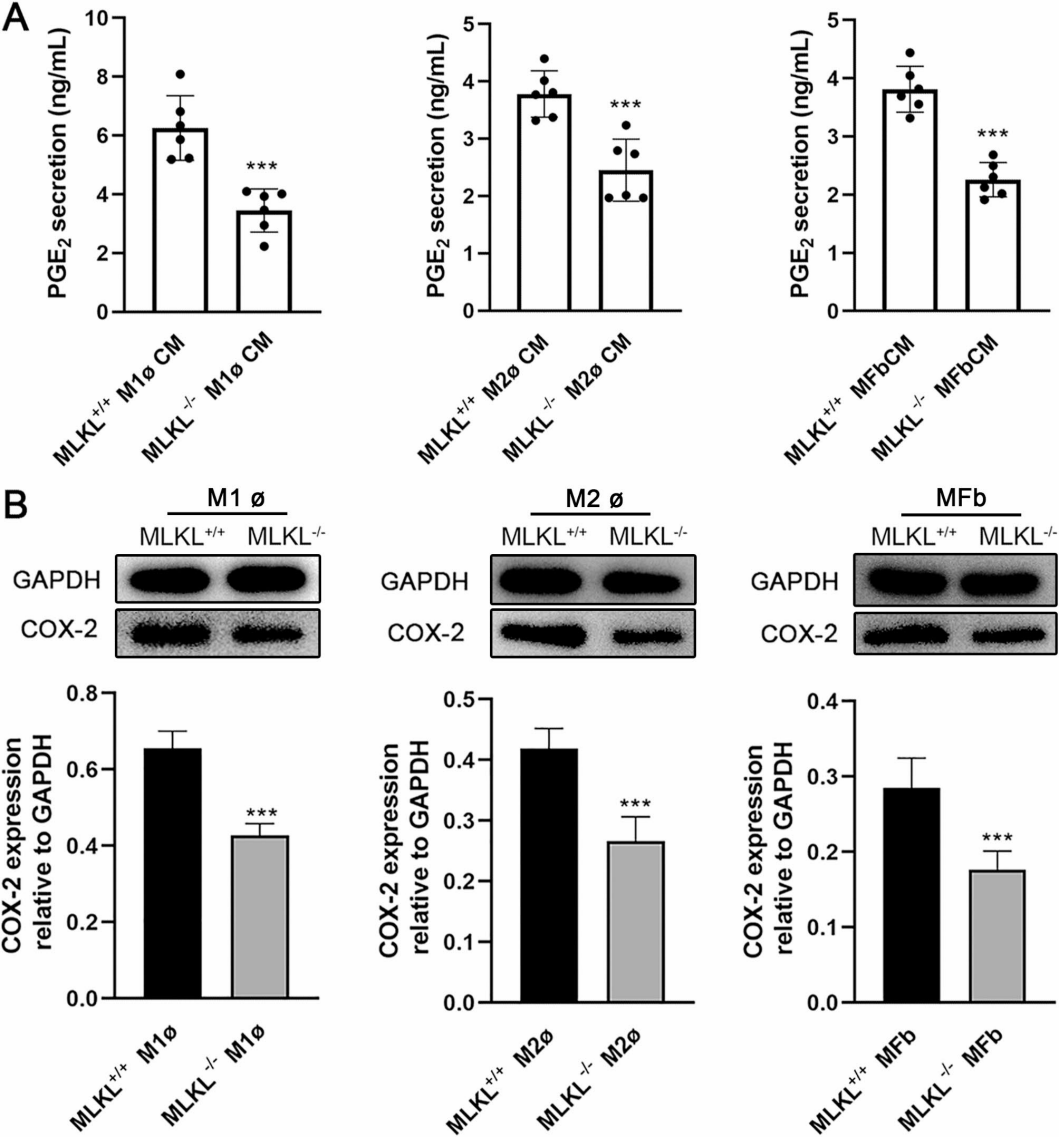
MLKL affects PGE_2_ synthesis in macrophages and myofibroblasts. (**A**) PGE_2_ levels in M1/M2 macrophages- and myofibroblasts-conditioned medium of MLKL^+/+^ and MLKL^−/−^ mice. (**B**) COX-2 protein levels in M1/M2 macrophages and myofibroblasts of MLKL^+/+^ and MLKL^−/−^ mice. GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD and were analyzed by Student t test (*n* = 6). ***P < 0.001.

**Fig. 8:**
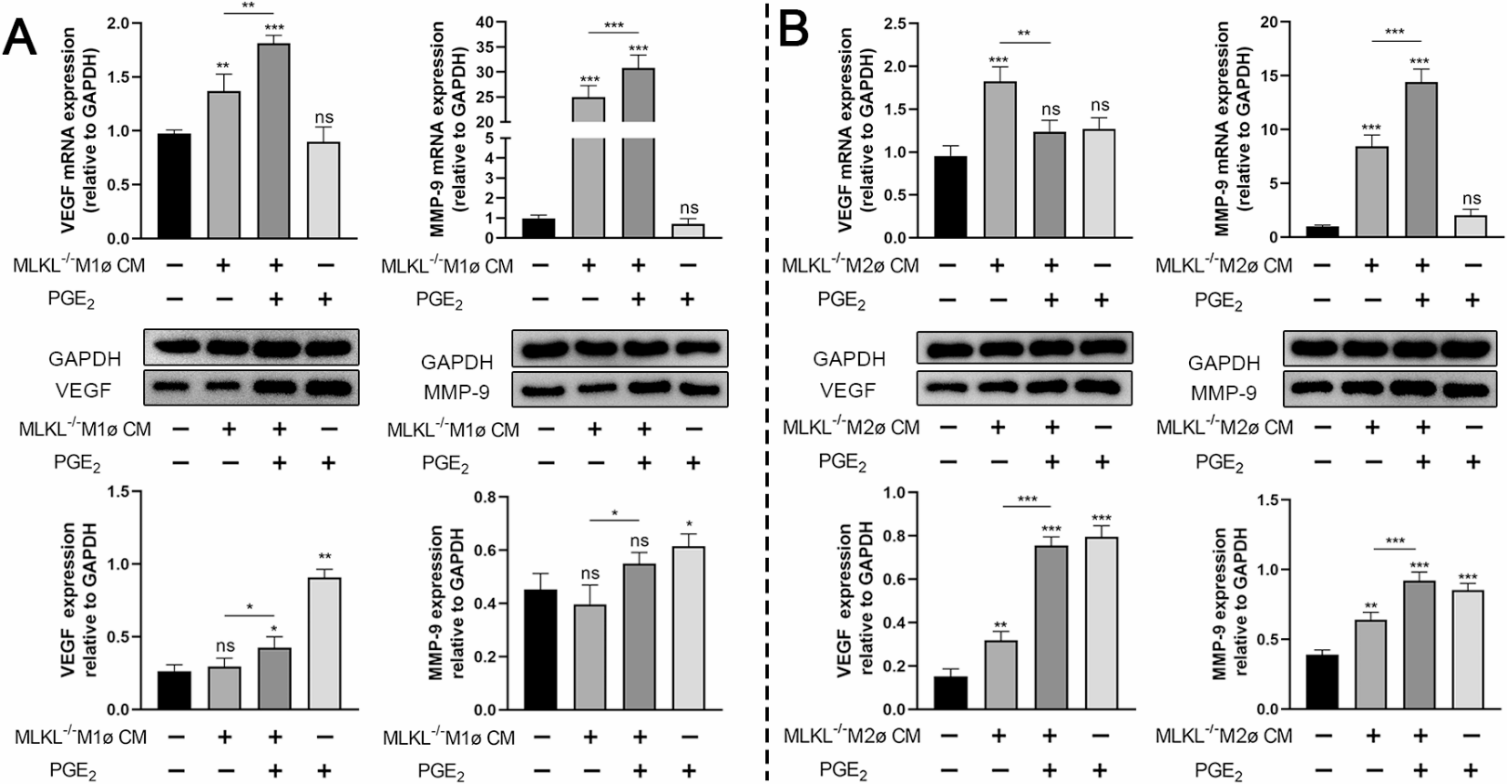
MLKL in macrophages affects myofibroblasts activities through PGE_2_. (**A**) The mRNA and protein expression of VEGF, MMP-9 in MLKL^+/+^ myofibroblasts treated with MLKL^−/−^ M1ø CM or with PGE_2_ supplement. (**B**) The mRNA and protein expression of VEGF, MMP-9 in MLKL^+/+^ myofibroblasts treated with MLKL^−/−^ M2ø CM or with PGE_2_ supplement. GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD and were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test (*n* = 4–6). *P < 0.05, **P < 0.01, ***P < 0.001. *ns* not significant.

**Fig. 9:**
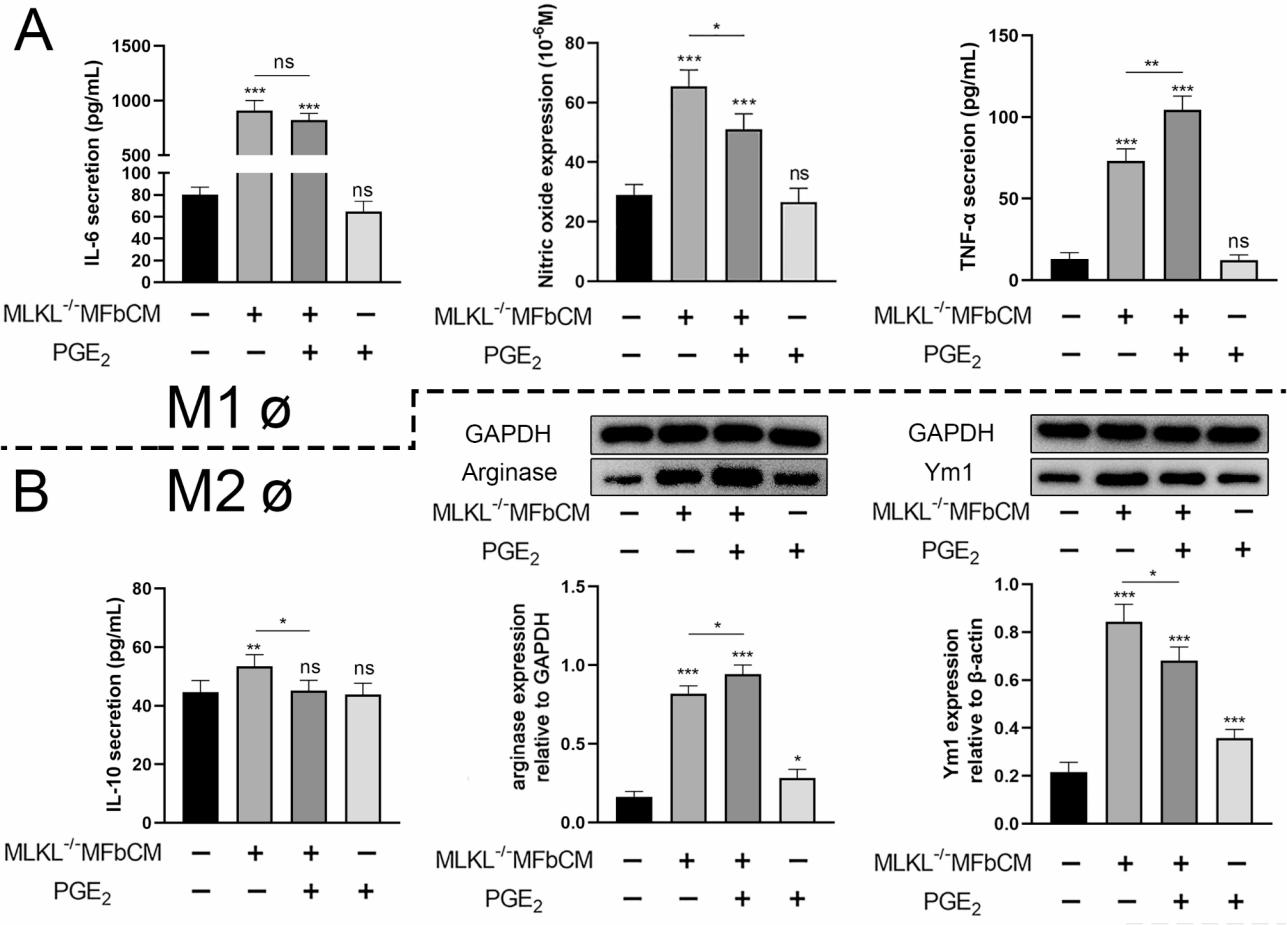
MLKL in myofibroblasts affects macrophages activities through PGE_2_. (**A**) The production of IL-6, NO and TNF-α in MLKL^+/+^ M1 macrophages after MLKL^−/−^ MFbCM treatment or MLKL^−/−^ MFbCM plus PGE_2_ treatment. (**B**) The production of IL-10, arginase and Ym1 in MLKL^+/+^ M2ø after MLKL^−/−^ MFbCM treatment or MLKL^−/−^ MFbCM plus PGE_2_ treatment. GAPDH was used as a loading control. Grayscale values were measured using ImageJ software. Littermate control mice were on a C57BL/6J genetic background were utilized in the experiments. Results were expressed as the mean ± SD and were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test (*n* = 4–6). *P < 0.05, **P < 0.01, ***P < 0.001. *ns* not significant.

## Discussion

This study investigated the role of MLKL in skin wound healing and its interaction with macrophages and fibroblasts. Using MLKL^−/−^ and MLKL^+/+^ mice, research has demonstrated that MLKL deficiency delays wound healing, disrupts inflammatory responses, apoptosis, and impairs tissue repair-associated factors in wound site. Furthermore, this study suggests that MLKL contributes to the bidirectional crosstalk between macrophages and fibroblasts, with PGE_2_ identified as a key mediator. These findings establish the pivotal role of MLKL in orchestrating cellular interactions that are critical for tissue regeneration and highlight its potential as a therapeutic target for improving wound healing outcomes.

The initial damage stimulus induces a conformational change in the cells at the wound site, leading to plasma membrane translocation and lethal permeation of the lipid bilayer. This process results in the release of cellular contents and subsequent activation of an inflammatory response^26^. Pro-inflammatory chemokines and cytokines released by activated macrophages, primarily M1 macrophages, initiate the recruitment and activation of additional immune cells, including neutrophils and bone marrow-derived monocytes, to the site of injury. These immune cells further amplify the inflammatory response to eliminate damaged signals and necrotic cells^16^. RIPK3, a regulator of necroptosis, deficiency significantly delayed wound closure and impaired wound healing, as evidenced by delayed re-epithelialization, angiogenesis, granulation tissue formation, and collagen deposition^5,27^. MLKL, a functional substrate of RIPK3, acts as an adaptor protein for necrosis signal transduction^28^. Both RIPK3 and MLKL overexpression was observed at the skin wound site in MLKL^+/+^ mice (Fig. 1). Additionally, we noticed that three other targets (Sycp2, HK3, and TNF-α) are overexpressed at the wound site throughout the healing process. 

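Ripk3, which encodes the kinase upstream of MLKL, is not among the genes of every panel, and its change was taken from the same fit. Its FPKM was 4.84 ± 1.58 (SD, n = 4 libraries) on day 1 and 18.3 ± 0.89 on day 3, with 268 to 539 and 1347 to 1497 counts per library. The log2 fold change was 1.97 on day 3 (standard error 0.13, adjusted p = 2.2e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.73 on day 5, 1.25 on day 7 and 0.95 on day 10 (adjusted p = 6.6e-07, edgeR, Benjamini-Hochberg), and every library of these days was above every library of day 1. On day 12 it was 0.34 (adjusted p = 0.033, edgeR, Benjamini-Hochberg). By log2 CPM none of the 4 libraries of day 12 was above all of day 1 (exact permutation p = 0.20). By FPKM day 12 replicate 1 was (7.24, against at most 7.03 on day 1). With any of 5 single libraries left out, the adjusted p of day 12 was no longer under 0.05 (edgeR, Benjamini-Hochberg), and in a fit of the 8 libraries of these days alone it was 0.202 with edgeR and 0.170 with DESeq2 (Benjamini-Hochberg). On day 14 it was 0.010 (adjusted p = 0.952, edgeR, Benjamini-Hochberg), within the spread of the libraries. It was 0.33 on that day without day 1 replicate 1, with an adjusted p of 0.0045 (edgeR, Benjamini-Hochberg), so that 1 library decides this comparison.

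The RT-PCR and western blot of Fig. 1, which measure MLKL, were not analysed here.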

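Hk3 was higher than on day 1 on each of the 6 days in every library. Its log2 fold change fell from 2.28 on day 3 (standard error 0.084, adjusted p = 8.6e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over 1.87, 1.03, 1.02 and 0.79 on days 5, 7, 10 and 12 to 0.24 on day 14 (standard error 0.084, adjusted p = 0.015). The difference on day 14 lost its adjusted p under 0.05 when day 14 replicate 2 was left out (0.052, edgeR, Benjamini-Hochberg).

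Tnf, which encodes TNF-α, had a log2 fold change of 3.1 on day 3, 3.6 on day 5 (standard error 0.17, adjusted p = 2.4e-16, edgeR, Benjamini-Hochberg), 2.25 on day 7 and 1.80 on day 10, with no overlap between the libraries and those of day 1. On day 12 it was 0.45 (adjusted p = 0.031, edgeR, Benjamini-Hochberg; exact permutation p = 0.086), a difference that lost its adjusted p under 0.05 with any of 5 single libraries left out and in fits of the 8 libraries alone (0.111 with edgeR and 0.0860 with DESeq2, Benjamini-Hochberg). On day 14 it was 0.048 (standard error 0.18, adjusted p = 0.826, edgeR, Benjamini-Hochberg), so that no difference from day 1 was detectable. FPKM values were 1.18 ± 0.32 on day 1, 13.8 ± 1.11 on day 5 and 1.33 ± 0.30 on day 14 (SD, n = 4 libraries each).

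Sycp2 had few counts in all libraries, 0 to 6 on day 1, 119 to 170 on day 3 and 0 to 8 on day 12. Its log2 fold change was 5.43 on day 3 (standard error 0.45, adjusted p = 2.3e-11, edgeR, Benjamini-Hochberg), 4.16 on day 5 and 3.15 on day 7. On day 10 it was 1.84 (adjusted p = 0.0044, edgeR, Benjamini-Hochberg). By log2 CPM, 3 of 4 libraries of day 10 were above all of day 1 (exact permutation p = 0.057). The log2 fold change was 1.65 on day 14 (adjusted p = 0.0085, edgeR, Benjamini-Hochberg). With limma on log2(FPKM + 1), Sycp2 was not called on day 10 or day 14 (adjusted p = 0.225 and 0.260, Benjamini-Hochberg). On day 12 it was 0.24 with a standard error of 0.61 (adjusted p = 0.776, edgeR, Benjamini-Hochberg), not detectable at these counts, and it was below 0 with any of 3 single libraries left out.

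**Figure D2:**
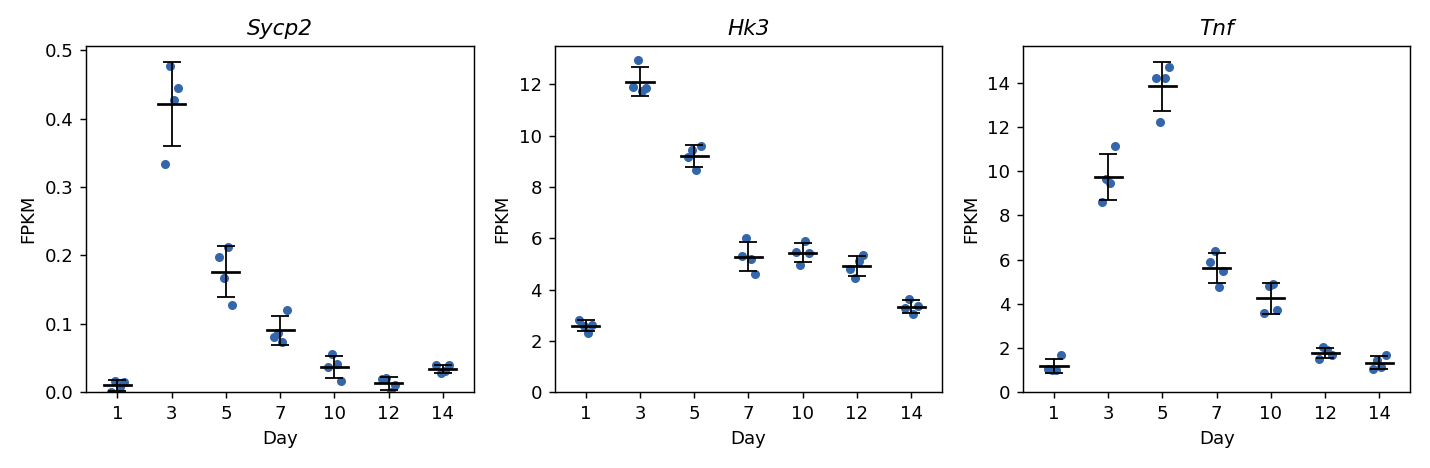
FPKM of Sycp2, Hk3 and Tnf at the wound site by day, with a point for each of 4 libraries per day and the mean and SD of each day. Sycp2 and Hk3 are highest on day 3 and Tnf on day 5, and the Tnf libraries of day 14 overlap those of day 1.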

Sycp2 is a synaptonemal complex protein that is associated with meiosis^29^. HK3 is essential for initiating glycolysis^30^. Both Sycp2 and HK3 may be involved in cellular differentiation related to inflammatory and immune responses^30^. TNF-α is crucial in both apoptosis and necroptosis, and its interaction with MLKL in necroptosis is well-documented^31^. This helps explain the co-overexpression of TNF-α and MLKL observed at wound sites in MLKL^+/+^ mice. 

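Whether libraries with more Mlkl also had more Tnf was tested on the deviations of log2 CPM (counts scaled to library size, prior count 2) from the mean of each day, which leaves the shared time course out. Over the 28 libraries, Pearson's r between the deviations of Mlkl and Tnf was 0.12 (permutation test with 100000 resamples within days, p = 0.704) and Spearman's rho was 0.015 (permutation p = 0.952). Without day 1 replicates 1 and 2, the 2 libraries farthest from the median of Mlkl, r was 0.11 (permutation p = 0.696). Among the 24 libraries of the wound days, a subset chosen after seeing the data, r was 0.011 (permutation p = 0.972). No relation beyond the time course was detectable. These are 2 of a family of 4 such correlations, the others being those with Ripk3, and after Benjamini-Hochberg adjustment over the family the p-values of r for Tnf were 0.938 and 0.972.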

In MLKL^−/−^mice, delayed skin wound closure and impaired morphological characteristics throughout the healing process are observed (Fig. 2). The inflammation in wound site is reduced by MLKL deficiency evidenced by the lower concentration of inflammatory cytokines, including PGE_2_, TNF-α, and IL-6 in the wound tissue of MLKL^−/−^ mice compared with that in MLKL^+/+^ mice three days post-injury. Inflammation plays a critical role in the early stages of wound healing and involves both its initiation and resolution phases. Apoptosis is essential for resolving inflammation, particularly through the clearance of neutrophils and other immune cells at the wound site^32^. This process helps transition from the inflammatory to the reparative phase of wound healing^33^. Our findings showed that MLKL deficiency not only reduced inflammation (evidenced by reduced TNF-α, IL-6 and PGE_2_ levels) but also suppressed apoptosis (evidenced by reduced Caspase-3 and P53 and increased Bcl-2) at the wound site. This observation suggests that the reduced inflammation in MLKL-deficient mice is likely due to diminished secretion or release of inflammatory cytokines (potentially related to necroptosis), rather than enhanced apoptosis clearing inflammatory cytokines or DAMPs.

Serum levels of TNF-α and IL-6 were also reduced in MLKL^−/−^ mice, while PGE_2_ levels were elevated in their serum after injury (Fig. 3 and Fig. S1). Local vs. systemic PGE_2_ regulation might help to explain this different secretion pattern in serum and wound site. MLKL plays a critical role in mediating localized inflammatory responses. In its absence, the inflammatory activity at the wound site is likely reduced, leading to subsequent PGE_2_ synthesis locally^34^. Conversely, systemic compensatory mechanisms might lead to elevated PGE_2_ production in other tissues resulting in increased serum PGE_2_ levels^35,36^. Or MLKL deficiency may disrupt the necroptotic process, leading to reduced recruitment of immune cells (contributor to PGE_2_ product) to the wound site^37^, reducing PGE_2_ synthesis locally, while systemic immune activation persists or is enhanced, contributing to elevated serum PGE_2_^34^. Other possibility, such as metabolic difference between MLKL^−/−^ and wild-type mice in PGE_2_ clearance leading accumulation in the serum^38,39^, cannot be excluded well.

As wound healing progresses from the pro-inflammatory to the pro-healing phase, it transitions to the remodeling stage. This stage is marked by a shift in the macrophage phenotype from pro-inflammatory (M1) to anti-inflammatory (M2)^40^. Whether M2 macrophages at injury sites arise from blood monocytes or result from the phenotypic conversion of M1 macrophages remains debatable^11^. These anti-inflammatory macrophages are crucial for the resolution of inflammation and the progression of remodeling. They contribute to the healing process through their regenerative properties by secreting angiogenic and growth factors, cytokines, and chemokines, such as MMPs, VEGF, IL-8, TGF-β, IL-10, and arginase etc., which are essential for recruiting and activating other cells^40,41^. Macrophage during the regenerative phase can directly or indirectly affect wound revascularization, matrix production, and re-epithelialization^42^. 

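The mid- and late-stage levels of Mlkl were compared with the early level within the wound, with day 3 in place of day 1 as the reference. Relative to day 3, the log2 fold change was -0.12 on day 5 (standard error 0.091, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within the spread of the libraries. It was -0.50 on day 7 (adjusted p = 5.3e-05, edgeR, Benjamini-Hochberg), -0.83 on day 10, -0.92 on day 12 (adjusted p = 1.2e-09) and -1.26 on day 14 (standard error 0.093, adjusted p = 2.1e-12). A joint test over the 6 wound days, with 5 degrees of freedom, gave an F of 55.7 (adjusted p = 2.0e-12, edgeR, Benjamini-Hochberg). Leaving out each library of days 3 and 14 in turn, the difference between these days stayed between -1.32 and -1.19.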

Our study revealed that MLKL overexpression was sustained in the wound area during the mid- and late-stages of healing, indicating that MLKL signaling may be important not only in the early inflammatory phase, but also in the later stages of wound repair. We found that MLKL deficiency impairs the expression of growth-related factors including EGF, VEGF, MMP-9, and ERα, suggesting that MLKL plays a role in regulating growth factor expression at the wound site (Fig. 4). The delayed wound regeneration observed in MLKL^−/−^ mice, as evidenced by H&E staining, is consistent with these findings. Specifically, collagen fibers and mature granulation tissue were significantly more abundant in the wounds of MLKL^+/+^ mice than in those of MLKL^−/−^ mice at later stages of healing.

Miscommunication between macrophages and fibroblasts is a critical factor that shifts the balance from physiological repair to pathological fibrosis^15^. Macrophage depletion during wound healing leads to a reduction in fibroblast numbers and that macrophages play a role in scavenging TGF-β, a key regulator of fibroblast/myofibroblast activation^16^. Supernatants from MLKL^+/+^ M1 macrophages show enhanced expression of VEGF and MMP-9 in fibroblasts. This effect was partially inhibited when supernatants from MLKL^−/−^ M1 macrophages were used, indicating that MLKL in macrophages regulates myofibroblast activity. Additionally, PGE_2_ synthesis is increased at wound site according to our and previous study^43^. As stated in introduction, we hypothesized that PGE_2_ is a potential mediator in the cross-talk between M1 macrophages and myofibroblasts. It was found that COX-2 (the upstream enzyme of PGE_2_ synthesis) expression and PGE_2_ levels in MLKL^−/−^ M1 macrophages were lower than that in MLKL^+/+^ cells (Fig. 7). To investigate this further, we replenished PGE_2_ in a co-culture system of MLKL^−/−^ M1 CM and myofibroblasts. This restoration of PGE_2_ levels led to a recovery in the expression patterns of VEGF and MMP-9 in myofibroblasts (Fig. 8A). Conversely, MLKL in myofibroblasts was found to regulate the synthesis of IL-6, NO, and TNF-α in M1 macrophages through PGE_2_ (Fig. 9A). Totable, NO and TNF-α secretion pattern was different after PGE_2_ supplement, suggesting that the roles of PGE_2_ is complex in regulating inflammatory mediator synthesis in interaction between macrophages and fibroblasts. This can be explained by the PGE_2_ has both anti- and pro-inflammatory effects dependent on the timing of its production and concentration^44–47^.These findings suggest that PGE_2_ may act as an intermediary in MLKL-mediated interactions between M1 macrophages and myofibroblasts. Zeinab et al. found that PGE_2_ secretion levels in MLKL^−/−^ macrophages was lower than that in wild-type after stimulation^48^. Regarding the reduced PGE_2_ concentration in the supernatants from MLKL^−/−^ macrophages (both M1 and M2) and myofibroblasts in this study. MLKL deficiency might directly reduce PGE_2_ synthesis in these cells, or it might delay membranolysis, trapping PGE_2_ within the cells. Our data, particularly the reduced COX-2 expression in MLKL^−/−^ cells, support that MLKL deficiency might directly reduce PGE_2_ synthesis in these cells. Taken together, MLKL may contributes to inflammatory microenvironment at the wound site by modulating the interaction between M1 macrophages and fibroblasts.

M2 macrophages produce anti-inflammatory cytokines and growth factors that mitigate inflammation, activate fibroblasts, and promote angiogenesis and wound contraction^16^. Ablation of macrophages reduces myofibroblast numbers in the wound bed, impairs myofibroblast function, and hinders wound healing^13,14^. Prolonged pathological stimulation, leading to an unresolved crosstalk between M2 macrophages and fibroblasts, often results in pathological fibrosis or chronic wounds in several tissues^49^. Thus, understanding the interactions between M2 macrophages and fibroblasts is essential. We observed that the expression of growth factors, EGF, VEGF, and MMP-9, significantly increased at the late stage of wound healing; however, their levels were lower in MLKL^−/−^ wound sites compared with those in MLKL^+/+^ sites. MLKL in M2 macrophages has been shown to regulate VEGF and MMP-9 expression in myofibroblasts, potentially explaining the reduced growth factor expression observed at the wound site in MLKL-deficient conditions. Additionally, MLKL in fibroblasts regulated the expression of arginase, Ym1, and IL-10 in M2 macrophages, indicating that MLKL in fibroblasts may influence M2 macrophage activity (Fig. 6). Ym1 and arginase, which are predominantly expressed in macrophages at the sites of injury, play crucial roles in wound healing and resolution^42^. Arginase contributes to wound healing through the production of L-ornithine; its absence impairs cutaneous wound healing, while its overproduction contributes to fibrosis^50^. IL-10 promotes the differentiation of macrophages into pro-regenerative phenotypes^51^. PGE_2_ released from myofibroblasts, along with its receptor agonist, enhances arginase activity in M2 macrophages, further supporting the role of PGE_2_ in regulating M2 macrophage activity^20^. We also found reduced COX-2 and PGE_2_ synthesis in MLKL^−/−^ M2 macrophages. Similar to its role in the interaction between M1 macrophages and myofibroblasts, PGE_2_ is also involved in the interaction between M2 macrophages and myofibroblasts (Figs. 8B and 9B). These findings highlight the importance of MLKL and PGE_2_ in mediating complex interactions between macrophages and fibroblasts during wound healing.

While the mouse model is widely adopted due to its convenience and the availability of genetic tools, we acknowledge its significant differences compared to human skin. For instance, mouse skin is thinner and primarily heals through contraction, whereas human skin relies more on granulation tissue formation and re-epithelialization. We would like to emphasize that while our study reveals the role of MLKL in wound healing and macrophage-fibroblast crosstalk, extrapolating these findings to human wound healing should be approached with caution and supported by validation in alternative models, including porcine or humanized skin models. Furthermore, how MLKL modulates the inflammatory response at the wound site remains unaddressed. We proposed that, in MLKL-deficient mice, impaired necroptosis could lead to decreased DAMP release, thereby attenuating the inflammatory response. There is another possibility cannot be excluded, in which active MLKL directly regulate immune cells recruitment and intrinsic inflammatory mediator synthesis. Such as, MLKL has been shown to trigger the NLRP3 inflammasome in a cell-intrinsic manner, leading to the maturation and release of pro-inflammatory cytokines like IL-1β^52^. In the absence of MLKL, this pathway may be less active, contributing to reduced inflammation at the wound site. We recognize that these proposed mechanisms are speculative and warrant further investigation. Future studies should aim to elucidate the precise pathways through which MLKL influences inflammatory mediator release in wound site. Understanding these mechanisms could provide deeper insights into the role of MLKL in inflammation and tissue regeneration during skin wound healing. In addition, incorporating transepidermal water loss (TEWL) measurements in future experiments would provide a more objective evaluation of wound healing progress.

In conclusion, this study highlights the pivotal role of MLKL in skin wound healing process, demonstrating its involvement in both inflammatory responses and bidirectional interaction between macrophages and fibroblasts. Using a murine skin excision model, we observed delayed wound closure and impaired tissue repair in MLKL-deficient mice, with a reduction in key inflammatory mediators, growth factors, and structural tissue components. Furthermore, we identified PGE_2_ as a crucial intermediary in MLKL-mediated crosstalk between macrophages and fibroblasts, underscoring its importance in tissue repair dynamics.

## Material & methods

### Animals

The experiments were performed under the guidance of the Regulations for the Administration of Affairs Concerning Experimental Animals in China (2017). The Animal Welfare and Research Ethics Committee of the university approved the experimental design (Approval ID: NND2022021). The MLKL^+/+^ mice were provided by the Model Animal Research Center of Nanjing University (Nanjing, China). MLKL^−/−^ mice on a C57BL/6J background were obtained from Xiamen University, and their knockout status was further confirmed by assessing MLKL expression. Both male and female mice were used for the experiments. Littermate control mice were on a C57BL/6J genetic background were utilized in all experiments. The mice were housed in a clean environment (12 h day/night cycles, 22–24℃ and 50% humidity) and supplied with unlimited food and water. Eight-week-old mice (25–30 g) were used in all the experiments. This study was conducted in accordance with the ARRIVE guidelines (https://arriveguidelines.org).

### Experimental design

In in vivo study, transcriptome sequencing, and analysis of wound sites from MLKL^+/+^ mice were conducted to identify potential genes involved in skin wound healing. To investigate the roles of MLKL in this process, we created skin wounds in both MLKL^+/+^ and MLKL^−/−^ mice. The wound healing ratio, morphological characteristics, expression of tissue repair-related factors, inflammatory mediators, and apoptosis-related factors at the wound site were monitored throughout the healing process using H&E and immunofluorescence staining.

In in vitro study, M1/M2 macrophages and myofibroblasts were used to investigate the role of MLKL in interactions between these cell types. To explore the roles of MLKL in M1/M2 macrophages in regulating myofibroblast activity, We co-cultured MLKL^+/+^ and MLKL^−/−^ M1ø CM or M2ø CM with MLKL^+/+^ myofibroblasts as previously described^20^. The expression of ERα, VEGF, and MMP-9 in myofibroblasts was assessed. To investigate the roles of MLKL in myofibroblasts on M1/M2 macrophages, we co-cultured MLKL^+/+^ and MLKL^−/−^ MFbCM with MLKL^+/+^ M1/M2 macrophages separately. The expression of IL-6, NO, and TNF-α in M1 macrophages was measured, as well as IL-10, arginase, and Ym1 in M2 macrophages. Finally, the role of PGE_2_ in the MLKL-mediated interactions between macrophages and myofibroblasts were investigated. An abstract of the experimental design is attached (Supplementary Material, Fig. S2).

### Cutaneous wound model

A circular excisional wound was directly created on the dorsal skin of MLKL^+/+^ and MLKL^−/−^ mice. Mice were anesthetized by isoflurane inhalation. The dorsum was shaved and sterilized with 75% alcohol. A 6-mm diameter skin biopsy punch was used to create an excision wound extending to the fascia. Wound closure progression was measured daily until day 14. On days 1, 3, 5, 7, 10, 12, and 14 after wound injury, the mice were sacrificed under anesthesia, and skin samples were collected from the entire wound site (including the scab and epithelial margins). The skin samples were fixed and stored in 10% formalin for histological analysis, frozen in liquid nitrogen, and stored at -80 °C for molecular experiments. In this study, littermate mice were used as experimental subjects to minimize variability due to genetic and environmental differences. All mice used in the experiments were 8 weeks old, weighing between 25 and 30 g, ensuring consistency in age and growth stage. To prevent disturbance of the wounds, all mice were housed individually in ventilated cages after injury.

### Transcriptome analysis

Total mRNA was extracted using the TRIzol reagent (Invitrogen, CA, USA). Libraries were constructed using the VAHTS Universal V6 RNA-seq Library Prep Kit. Transcriptome sequencing and analysis were performed by OE Biotech Co., Ltd. (Shanghai, China). 

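With a log2 fold change over 1.5 in either direction and an unadjusted P under 0.05, here from edgeR's quasi-likelihood test, 1177 genes were higher and 2243 lower on day 3 than on day 1. The numbers were 1015 and 1505 on day 5, 843 and 859 on day 7, 784 and 931 on day 10, 704 and 635 on day 12, and 933 and 1598 on day 14. With a Benjamini-Hochberg adjusted p under 0.05 from edgeR in place of the unadjusted P, 1166 and 2220 genes passed on day 3, 1000 and 1489 on day 5, 818 and 841 on day 7, 764 and 909 on day 10, 669 and 612 on day 12, and 923 and 1578 on day 14.

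**Figure D3:**
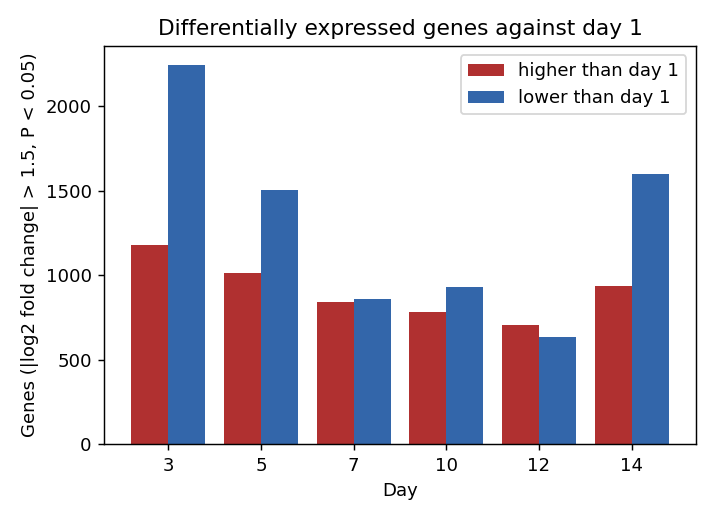
Number of genes higher (red bars) and lower (blue bars) than on day 1 by day, with log2 fold change over 1.5 and unadjusted P under 0.05. The largest number is 2243 lower genes on day 3, and day 12 has the fewest genes in both directions.

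DESeq2, the tool named in the paper's methods, gave 4157 genes in both directions together on day 3 and 1743 on day 12. The number moved most without a fold change limit, to 12064 genes on day 3 with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). On all 6 days, 70 genes were higher and 169 lower than on day 1 by the criteria of the paper. Since all 6 comparisons share the day 1 libraries, 10 simulations without any change were made. They gave at most 4 such higher genes and 0 lower genes. In them every day had at least the spread of day 1, and libraries were drawn independently. The real later days spread less, so these numbers can understate what a shared deviation of day 1 alone would give. Among 60 draws of the day labels, the real one included, 1 other draw gave 81 higher genes, more than the real labels, and no other gave more than 25. Without day 1 replicate 1, 111 genes were higher on all days. The 4 libraries did not overlap the 4 of day 1 for 56.8% of the genes tested on day 3 and 38.7% on day 12, where chance gives 2.86%.

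The largest increases on days 3, 5, 7, 10 and 14 included Ucp1, from 6 to 49 counts per library on day 1 to between 65266 and 73798 on day 5, a log2 fold change of 11.33 (standard error 0.29, adjusted p = 1.5e-21, edgeR, Benjamini-Hochberg). Sprr2b was at least 259-fold higher on day 3, as no library of day 1 held more than 1 count. Prss35 had a log2 fold change of 8.30 on day 10 and 6.01 on day 12 (standard error 0.18 and 0.17). Among the largest decreases were those of the keratin-associated genes Krtap6-5 and Krtap6-1, which had 0 counts on day 3 and were at least 196-fold and 188-fold lower than the day 1 mean, or 102-fold and 75.8-fold without day 1 replicate 1, the library with the most of both. Their counts on day 1 ran from 26 to 1389 and from 45 to 1529. Sprr2b and the keratin-associated genes belong to families of near-identical genes whose reads could have been split in counting. C7 had a log2 fold change of -5.08 on day 14 (standard error 0.42).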

Differentially expressed genes (DEGs) were identified using DESeq2 and screened under the criteria of log2 |fold change| > 1.5 and *P* < 0.05. The identified DEGs were subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses using OECloud tools (https://cloud.oebiotech.com/task/). Significant enrichment was defined as a *P* < 0.05 and the top 30 enrichment results were presented.

### Wound healing rate determination

The wound healing rates at 1, 3, 5, 7, 10, 12, and 14 d were calculated by comparing the wound surface area to the original wound area. The percentage of wound closure was determined using the formula: (Area Day 1 - Area Day X)/Area Day 1 × 100%. Digital images of wound surfaces were captured using a SONY Alpha 6400 camera. The wound area was quantified using the ImageJ software (National Institutes of Health, MD, USA).

### Hematoxylin and eosin (H&E) staining

The skin tissue samples fixed in 10% formalin were cut into 2-µm thick sections. The sections were dehydrated using a graded series of ethanol (100, 75, 50, and 25%), embedded in paraffin, and stained with H&E. Images of the stained sections were acquired using an Axio Scan.Z1 slide scanner (Zeiss, Oberkochen, Germany).

### Immunofluorescence staining

The excised dorsal tissue samples from MLKL^+/+^ and MLKL^−/−^ mice were frozen in liquid nitrogen and stored at -80 °C. Subsequently, the tissues were thawed and embedded in Tissue-Tek OCT compound (Sakura Finetek, CA, USA), and 6-µm thick cryosections were prepared using a freezing microtome. The sections were fixed in cold acetone for 10 min, washed with cold endotoxin-free phosphate-buffered saline (PBS) containing 0.25% Tween-20, and blocked for 1 h with 3% bovine serum albumin. Primary antibodies were then added and the sections were incubated in the dark for 14 h at 4 °C. After incubation, the slides were washed three times in PBS with 0.25% Tween-20 and incubated with fluorescently labeled secondary antibodies for 1 h at room temperature (24–26 ℃). DAPI (4’,6-diamidino-2-phenylindole) was used for nuclear counterstaining. We randomly selected three visual fields per section around the wound from each group (*n* = 3–5 mice/group) and confocal microscopy (LSM 800, Zeiss, Oberkochen, Germany) provided the fluorescence intensity value as the relative fluorescence intensity (a.u.). In order to ensure the consistency and comparability of immunofluorescence background, we set the same values of black and white in the software for the fluorescence images presented with the same factors so that the visual data we presented was as reliable and interpretable as possible. The details of the antibodies used are listed in (Table 2).

**Table 2:** Antibodies used in Immunofluorescence staining.

Name	Description	Concentration	Company	Cat no.
p53	Mouse monoclonal	1:2000	Cell signaling technology	2524T
Bcl-2	Mouse monoclonal	1:50	Cell signaling technology	15,071
Caspase-3	Rabbit polyclonal	1:1000	abcam	ab49822
ERα	Mouse monoclonal	1:500	GeneTex	GTX13538
MMP-9	Rabbit polyclonal	20ug/ml	Novus	NBP2-41233
EGF	Rabbit monoclonal	1:500	abcam	ab184266
VEGF	Mouse monoclonal	200ug/ml	Santa	SC-7269
arginase	Mouse monoclonal	1:1000	Santa	SC-47,715
Ym1	Rabbit polyclonal	1:50	Stemcell technologies	60,130
Dnk pAb to Rat IgG	Alexa Fluor^®^ 488	1:1000	abcam	ab150153
Goat pAb to Rb IgG	Alexa Fluor^®^ 647	1:1000	abcam	ab150079

*p53* tumor protein 53, *Bcl-2* B-cell lymphoma 2, *Caspase-3* cysteinyl aspartate specific proteinase 3, *ERα* estrogen receptors α, *MMP-9* matrix metalloproteinase-9, *EGF* epidermal growth factor, *VEGF* vascular endothelial growth factor, *Ym1* chitinase-3-like protein 1, *Dnk* donkey, *pAb* polyclonal antibody, *Rb* rabbit.

### Isolation and culture of bone marrow-derived macrophages (BMDMs)

The BMDMs were isolated from murine femurs and tibias, cultured in RPMI 1640 medium supplemented with 20% fetal bovine serum (FBS; Excell Bio, Shanghai, China), 1.2% glutamine (Thermo Fisher Scientific, Rockford, IL, USA), 2.4% penicillin-streptomycin (Gibco, USA), combined with 20 ng/mL macrophage colony-stimulating factor (M-CSF; PeproTech, NJ, USA) at a density of 5 × 10^6^ cells in a six-well plate. The culture medium was replaced every 24 h for up to 5 days. The BMDMs were treated with 1 µg/mL of lipopolysaccharide (LPS) (PeproTech) for 24 h to differentiate into M1 macrophages. After 24 h stimulation, LPS was removed, the cells were rinsed twice with PBS and cultured in RPMI 1640 medium supplemented with 20% FBS for 24 h. The BMDMs were treated with 20 ng/mL IL-4 in combination with 20 ng/mL IL-13 (PeproTech) for 48 h to induce their differentiation into M2 macrophages. After 48 h stimulation, IL-4 and IL-13 were removed, the cells were rinsed twice with PBS and cultured in RPMI 1640 medium supplemented with 20% FBS for 24 h. M1 and M2 macrophages were identified using flow cytometry (Supplementary Material, Fig. S3). M1ø and M2ø CMs were collected for further experiments. The BMDMs were isolated from 8-week-old littermate mice of both sexes, weighing 25–30 g. This approach ensured consistency in cellular assays and minimized potential variability stemming from differences in genetic background or environmental factors.

### Mice skin myofibroblasts cultivation in vitro

The fibroblasts were isolated from MLKL^+/+^ and MLKL^−/−^ mice. In brief, the ear explants were minced and incubated in 0.25% trypsin-EDTA (Hyclone, UT, USA) for 1 h at 37 °C to remove the epidermis. The explants were placed in tissue culture plates and the migration of fibroblasts from tissue explants to the dishes was observed within 2–5 days. After 2 weeks, tissue explants were removed, and fibroblasts were re-seeded at a density of 1 × 10^5^ cells in a six-well plate and cultured in DMEM/F12 medium supplemented with 10% FBS and 2% penicillin-streptomycin combined with 100 pg/mL TGF-β (PeproTech). The medium was replaced every 24 h until day 5, when the fibroblasts were induced to differentiate into myofibroblasts. The following day, TGF-β was removed, the cells were rinsed twice with PBS and cultured in DMEM/F12 supplemented with 10% FBS for 24 h. The myofibroblasts were identified by α-smooth muscle actin (SMA) expression using an immunofluorescence assay (Supplementary Material, Fig. S4). MFbCM was collected for further experiments. The fibroblasts were isolated from 8-week-old littermate mice of both sexes, weighing 25–30 g. This approach ensured consistency in cellular assays and minimized potential variability stemming from differences in genetic background or environmental factors.

### Western blot (WB) analysis

For total cellular protein extraction, the cells were treated with Mammalian Protein Extraction Reagent (Thermo Fisher Scientific). Protein concentrations were quantified using the BCA assay kit (Thermo Scientific). For WB, 10 µg of total protein per lane were resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and subsequently transferred to polyvinylidene difluoride membranes. Protein bands were visualized using a Chemiluminescent Substrate (Thermo Fisher Scientific). Grayscale values were quantified using ImageJ (National Institutes of Health). The primary antibodies used are listed in (Table 3).

**Table 3:** Antibodies used in Western blot.

Name	Description	KDa	Concentration	Company	Cat no.
ERα	Mouse monoclonal	71.4 kDa	1:250	GeneTex	GTX13538
MMP-9	Rabbit polyclonal	73 kDa	1 ug/mL	Novus	NBP2-41233
VEGF	Rabbit polyclonal	42 kDa	1 ug/mL	Novus	NB100-2381
arginase	Mouse monoclonal	35 kDa	1:200	Santa	SC-47,715
Ym1	Rabbit polyclonal	45 kDa	1:1000	Stemcell technologies	60,130
GAPDH	Rabbit polyclonal	37 kDa	1:5000	Affinity	AF7021
COX-2	Rabbit monoclonal	70 kDa	1:1000	Cell signaling technology	D5H5
MLKL	Rabbit polyclonal	54 kDa	1:1000	Affinity biosciences	DF7412
Caspase-3	Rabbit polyclonal	17 kDa	1:500	abcam	ab49822
Bcl-2	Mouse monoclonal	26 kDa	1:1000	Cell signaling technology	15,071
p53	Mouse monoclonal	53 kDa	1:1000	Cell signaling technology	2524T
EGF	Rabbit monoclonal	133 kDa	1:1000	abcam	ab184266
Goat Anti-Rabbit IgG	(H + L) HRP	/	1:5000	Affinity biosciences	S0001
Goat Anti-Mouse IgG	(H + L) HRP	/	1:5000	Affinity biosciences	S0002

*ERα* estrogen receptors α, *MMP-9* matrix metalloproteinase-9, *VEGF* vascular endothelial growth factor, *Ym1* chitinase-3-like Protein 1, *COX-2* Cyclooxygenase-2, *MLKL* mixed lineage kinase domain-like protein, *Caspase-3* cysteinyl aspartate specific proteinase 3, *Bcl-2* B-cell lymphoma 2, *p53* tumor protein 53, *EGF* epidermal growth factor.

### Enzyme-linked immunosorbent assay (ELISA) analysis

The harvested wound tissue (0.02–0.04 g) was cut into pieces, homogenized, and lysed with T-PERTM Tissue Protein Extraction Reagent (Thermo Fisher Scientific). Blood was obtained from the eyeballs and centrifuged at 3000 × g for 10 min to extract the serum. The concentrations of IL-6 (Biolegend, CA, USA), TNF-α (Biolegend), and PGE_2_ (Cayman Chemical, MI, USA) were measured in the tissue extracts and serum. The concentration of IL-6, TNF-α, IL-10 (Invitrogen), and NO (Beyotime, Shanghai, China) in the supernatants of cultured macrophages was measured according to the manufacturer’s instructions.

### Real-time RT-PCR analysis

Total mRNA was extracted from the cultured cells using a Total RNA Miniprep Kit (Axygen, California, USA). The extracted RNA was reverse transcribed into cDNA using a cDNA Reverse Transcription Kit (Vazyme, Nanjing, China). Real-time PCR was conducted using an ABI QuantStudio 7 (Thermo Fisher Scientific). The PCR protocol was as follows: initial denaturation for 30 s at 95 °C, followed by 35 cycles of 5 s at 95 °C (denaturation), 34 s at 60 °C (annealing), and 20 s at 72 °C (elongation). GAPDH served as an internal control. Results are presented as 2^−ΔΔCt^ (where ΔΔCt = ΔCt – ΔCt control and ΔCt = Ct target -Ct GAPDH). The primers used for RT-PCR are listed in (Table 4).

**Table 4:** Primers used in this study.

Accession no.	Gene name	Primer sequence
NM_008084.4	GAPDH	Forward:5’ -AGGTCGGTGTGAACGGATTTG-3’ Reverse:3’ -GGGGTCGTTGATGGCAACA-5’’
NM_007956.5	ERα	Forward:5’- TTCTCCCTTTGCTACGTCAC-3’ Reverse:3’- ATCGCTTTGTCAACGACTTC-5’
NM_013599.5	MMP-9	Forward:5’- CGCCTTGGTGTAGCACAACA-3’ Reverse:3’- ACAGGGTTTGCCTTCTCCGTT-5’
NM_009505.4	VEGF	Forward:5’- CTGTAACGATGAAGCCCTGGAG-3’ Reverse:3’- TGGTGAGGTTTGATCCGCAT-5’
NM_029005.3	MLKL	Forward:5’- TATGTCTCCCCTGAGAGACTGAAAA-3’ Reverse:3’- TTCCCAGAGTACAATTCCAAAGCTA-5’

*ERα* estrogen receptors α, *MMP-9* matrix metalloproteinase-9, *VEGF* vascular endothelial growth factor, *MLKL* mixed lineage kinase domain-like protein.

### Data analysis

All data were analyzed using GraphPad Prism 8 (GraphPad Software Inc., USA) and expressed as mean ± standard deviation (SD). Statistical significance was evaluated using one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test or Student t test. *P* < 0.05 were considered statistically significant.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data for this study are available by contacting the corresponding authors upon reasonable request. The sequencing data of this study are openly available in GenBank of NCBI (Accession No. GSE273056).

# Supplementary material for: MLKL is involved in the regulation of skin wound healing and interplay between macrophages and myofibroblasts in mice
**Source:** Sci Rep. 2025 Apr 19;15:13612. doi: 10.1038/s41598-025-97729-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplemental Materials**

**
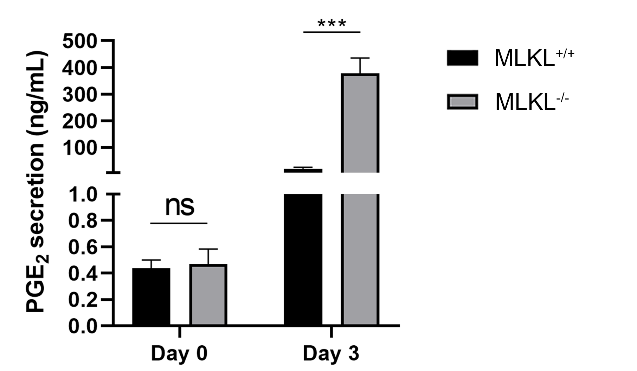
**

**Figure. S1.** The PGE_2_ serum levels

**
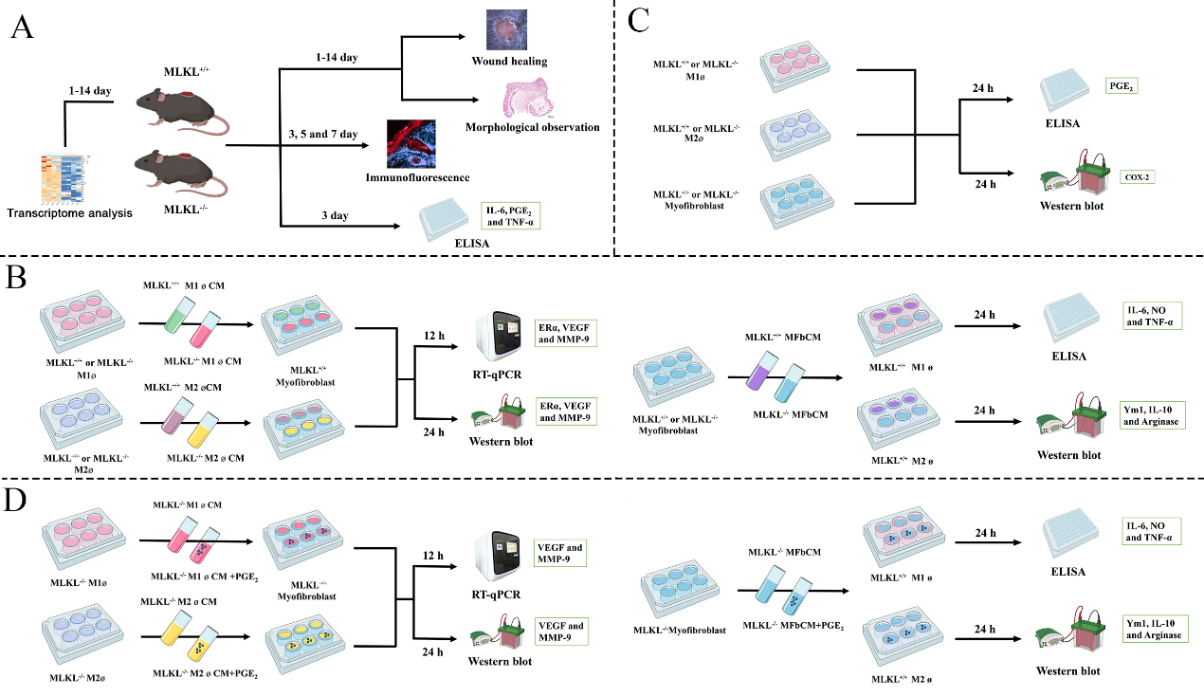
**

**Figure. S2.** Abstract graph of experimental design

**
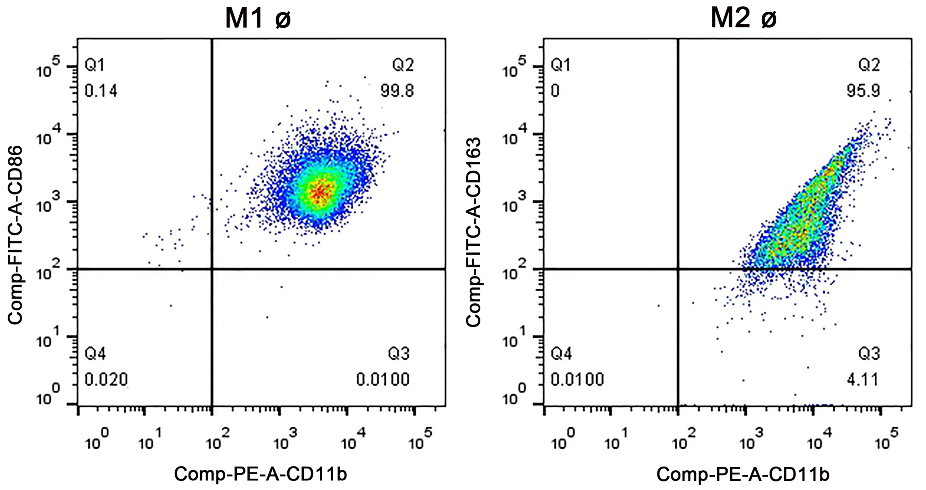
**

**Figure. S3. Identification of cultured M1/M2 macrophages:** M1 macrophages were determined by flow cytometry to be 99.8 % CD86^+^ and CD11b^+^ (M1ø). M2 macrophages were determined by flow cytometry to be 95.9 % CD163^+^ and CD11b^+^ (M2ø).

**
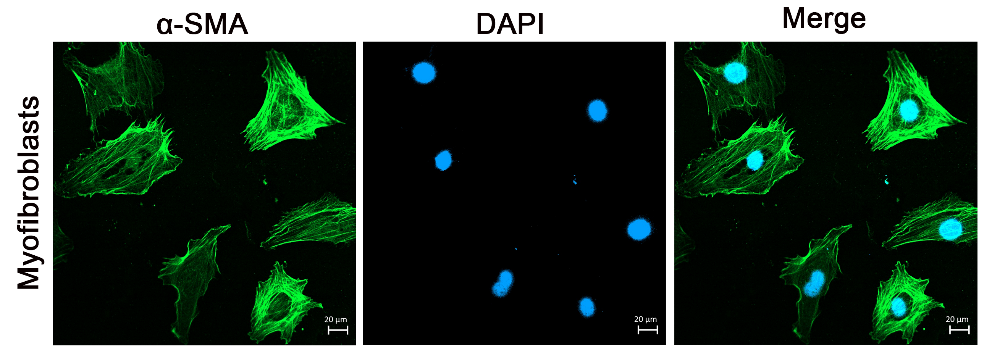
**

**Figure. S4. Identification of cultured myofibroblasts:** Myofibroblast was subjected to immunofluorescence staining for myofibroblast marker α-SMA (green), and nuclear (DAPI, blue). The immunofluorescence staining was imaged by fluorescence microscopy (Zeiss LSM 800 laser, ×400 magnification). Scale label = 20 μm.

**original gels**

All these images exhibited in this presentation were captured using a UVP ChemStudio PLUS system (Analytik Jena, Jena, Germany)

**Full scan of the entire original gel for Figure 1**

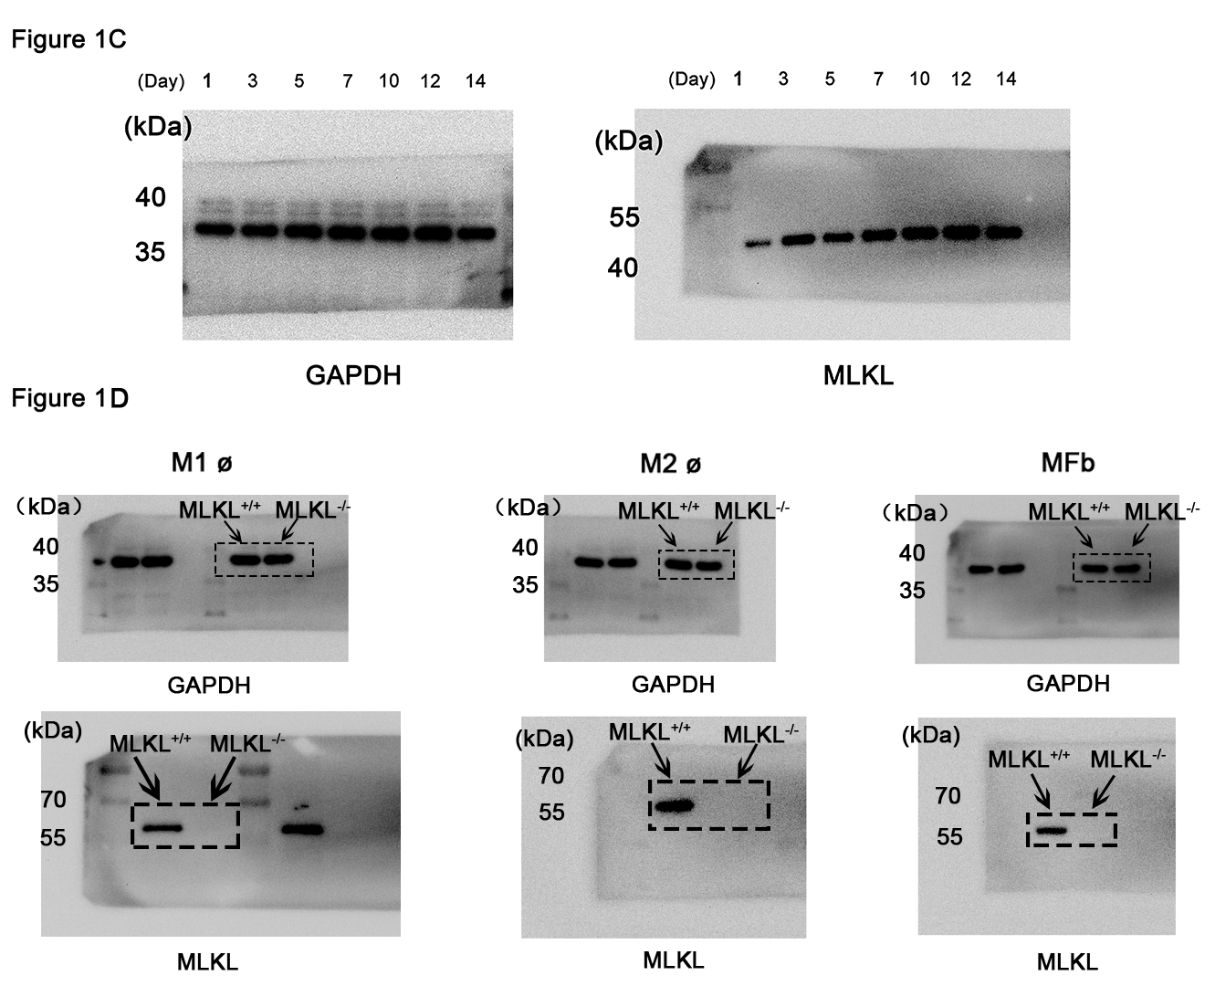

**Full scan of the entire original gel for Figure 3B**

**Full scan of the entire original gel for Figure 4B**

**Full scan of the entire original gel for Figure 5A**

**Full scan of the entire original gel for Figure 5B**

**

**

**Full scan of the entire original gel for Figure 6**

**

**

**Full scan of the entire original gel for Figure 7**

**Full scan of the entire original gel for Figure 8**

**Full scan of the entire original gel for Figure 9B**

How the deposited data were processed for this re-analysis (not part of the article)

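Total RNA from skin at the wound site of MLKL+/+ mice was sequenced in 28 libraries, 4 at each of 7 time points. The labels and the paper agree on the later time points (days 3, 5, 7, 10, 12 and 14), and the earliest one is day 0 in the labels and day 1 in the paper. It is called day 1 here and is the reference of all comparisons except those against day 3. Replicate numbers were taken from the sample titles.

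The authors deposited a table of raw counts for 29068 gene symbols in 28 libraries. The authors also deposited a table of FPKM values for the same genes and libraries, in which each value equals the count divided by a constant length of the gene and the library's total, so that it carries no information beyond the counts and these lengths. The paper's text names the RNA extraction, the library kit and DESeq2, and does not name the aligner, counting tool, annotation, genome build or strandedness. Overlapping and antisense genes and members of near-identical families can therefore share reads, and no gene positions are given. Each library had between 36706513 and 40655764 counts, with a median of 39499595. A gene with 0 counts in a library can have a true level of up to 3 counts, and intervals of this kind cover counting error only. All columns of the tables were used.

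The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr on the 7 day groups, estimateDisp, glmQLFit and glmQLFTest, two-sided), in 1 fit of all 28 libraries without covariates. Of the genes, 18107 passed the filter, and P-values were adjusted over these by the Benjamini-Hochberg method. The standard errors from edgeR were calculated back from the test, as the absolute log2 fold change divided by the square root of its F. They are therefore approximate. A gene was called differentially expressed by the criteria of the paper's methods, a log2 fold change over 1.5 in either direction and an unadjusted P under 0.05, and counts with an adjusted p were set beside these. Genes with all libraries of a group at or under 3 counts were given as bounds against 3 counts. Single genes were also compared by an exact two-sided permutation test of log2 CPM (prior count 2), 4 libraries against 4, whose smallest p is 0.0286. Correlations used deviations from the day means and 100000 permutations within days. Tools were tested on simulated counts for the real genes and library sizes, in which 200 genes were changed. edgeR recovered 199 of them (99.5%) and made 17 false calls among 17726 genes tested. DESeq2 recovered 200 with 27 false calls among 18107 genes, and limma recovered 199 with 16 false calls among 18107 genes. In this simulation each gene had the same spread on all days, the genes with few counts were not changed, and limma was given CPM values. It therefore does not test the larger spread of day 1, changes in genes with few counts, or changes smaller than those simulated.

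The genes named were chosen by a rule. They were the genes the paper names for the transcriptome (Mlkl, Ripk3, Sycp2, Hk3 and Tnf), the genes shown in all panels of Fig. 1A, the transcripts of proteins and mediators measured elsewhere in the paper, the necroptosis partners Ripk1, Zbp1, Casp8 and Fadd, the highest and lowest gene of each panel, and per day the 2 largest increases and 2 largest decreases. The last group required the criteria above, an adjusted p under 0.05, a mean CPM of at least 10 in the higher group and no overlap between the 4 libraries of that day and those of day 1. Scores were the mean log2 CPM over marker lists for neutrophils, macrophages, leukocytes, T or NK cells, matrix fibroblasts, myofibroblasts, endothelial cells, basal and wound edge keratinocytes, hair follicles, skeletal muscle, adipocytes and Y chromosome genes. These rules, the lists, the tests and the alternatives were set before the data were examined. Lists for brown fat, melanocytes and clock genes, the ratio of Mlkl to Gapdh counts and the correlations within wound days only were chosen after seeing the data. The genes Ucp1, Cidea, Cox8b, Cox7a1, Elovl3, Dio2, Ppargc1a, Zic1 and Gapdh, named with them, were likewise chosen after values were seen.

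The alternatives were DESeq2's size factors, upper quartile or no composition normalization in edgeR, no filter or at least 10 counts in every library, DESeq2 1.42.0 on all libraries or on the 8 libraries of each comparison, edgeR on these 8 libraries, the replicate number as a block, the log2 CPM of Xist as a covariate, limma 3.58.1 on log2(FPKM + 1) with or without a minimum mean FPKM of 1 and on log2(FPKM + 0.1), other limits for calls, and each library left out in turn. Each was changed alone. Enrichment analyses of the paper, the experiments with MLKL-/- mice and cultured cells, and the RT-PCR, blots and stainings were not analysed here.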

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

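All tests of explanations in this part were chosen after the results were seen, and none is independent evidence.

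Single libraries stood apart from the other 3 of their day in 9 of 140 groups tested, by the gap to the nearest library relative to the range, and chance alone gives 7. These were log2 CPM of Ripk3 in day 7 replicate 4 (4.39 against 4.56 to 4.59 in the others) and of Tnf in day 1 replicate 4 (1.52 against 0.78 to 0.88). Among the marker scores they were neutrophils in day 3 replicate 4 (7.77 against 7.59 to 7.59), macrophages in day 5 replicate 4 (8.47 against 8.38 to 8.38), basal keratinocytes in day 3 replicate 1 (8.46 against 8.17 to 8.18), adipocytes in day 5 replicate 4 (8.80 against 8.63 to 8.64), and Y chromosome genes in day 12 replicate 1 (5.16 against 5.30 to 5.31) and day 14 replicate 3 (4.83 against 5.25 to 5.28). The last was the total count of day 10 replicate 1 (38686624 against 39421522 to 39516651). The number is near that of chance, so no single one of them can be read as an anomaly.

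Of the libraries with such values, day 5 replicate 4 and day 7 replicate 4 differed from the others of their day along gene length. Spearman's rho between the deviation from the day mean and gene length was taken across 12434 genes. It was -0.71 in day 5 replicate 4 and -0.39 in day 7 replicate 4. Day 7 replicate 1 was nearly as far the other way, at 0.37, so which library of day 7 departed along gene length cannot be told. Loss of long transcripts, as in partly degraded RNA, is a candidate explanation for both, and for a part only in day 5 replicate 4, which still deviated 1.50 times as much as any other library of its day with the length trend taken out. A GC content trend as the whole cause in day 5 replicate 4 is argued against, since it deviated 1.90 times as much as any other with that trend taken out, while a part stays open. In day 14 replicate 3, rho with GC content was 0.47, so a GC trend of that library may explain its deviations. GC contents were known for 98.3% of these genes. No biological explanation was tested for single libraries.

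The effects of time differed between wound days for all 6 genes of the first group. From day 3 to day 14, the log2 fold change was -1.26 for Mlkl, -1.96 for Ripk3, -3.78 for Sycp2, -2.04 for Hk3, -3.05 for Tnf and -2.84 for Gsdmc, each with an adjusted p of at most 4.5e-09 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The share of leukocytes was weighed for Mlkl. Leukocyte markers rose by 1.64 on day 3 and Mlkl rose less, so that Mlkl relative to the leukocyte score was at -0.38 against day 1 (exact permutation p = 0.0286). On day 5 the relative difference was 0.061 (exact permutation p = 0.629). A larger share of leukocytes may therefore explain the rise of Mlkl on days 3 and 5. By the leukocyte markers it is argued against as the whole cause on day 7, where Mlkl rose by 0.28 more than these. The same holds on day 10 (0.80 more) and on day 12 (0.72 more). The exact permutation p was 0.0286 on each of these days. With log2(FPKM + 1) in place of log2 CPM, the value of day 7 was 0.17 and no longer passed its test. Relative to macrophage markers, the difference of day 7 was 0.28 with an exact permutation p of 0.114. Neutrophil markers rose more than Mlkl on days 7 and 10, with relative differences of -3.24 and -1.998 (exact permutation p = 0.0286 each). A larger share of neutrophils therefore stays open as a cause on these 2 days. On day 12 the difference relative to neutrophil markers was 0.55 (exact permutation p = 0.0286), which argues against it there as the whole cause. A change in which cells express Mlkl stays open.

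Several genes outside those the paper discusses rose most. On day 3 the log2 fold change of Sprr2b was 11.00 (at least 259-fold against the limit of 3 counts) and that of Ucp1 10.32. On day 5 Ucp1 was at 11.33 and Cxcl3 at 9.20. On day 7 Ucp1 was at 9.63 and Sprr2i at 8.06, and on day 10 Ucp1 was at 8.74 and Prss35 at 8.30. On day 12 Prss35 was at 6.01 and Adamts18 at 4.77, and on day 14 Ucp1 was at 9.55 and Cyp2g1 at 5.51. Sprr2b and Sprr2i belong to a family of near-identical genes and are uncertain as single genes.

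Ucp1 is a marker of brown and beige fat and was higher on all 6 later days, with a log2 fold change of 3.40 on day 12. Of the 7 other genes of a brown fat list, 5 were higher on day 5 with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), among them Dio2 (3.38) and Cidea (2.15), while Elovl3 was lower (-0.54) and Zic1 was not different (-0.079). On day 12 Cidea (-0.89) and Cox8b (-1.27) were below day 1. A larger share of adipose tissue as a whole is argued against by the adipocyte score, which was at -0.19 on day 5. Beige or brown fat transcripts at the wound site, or in tissue taken along with it, are a candidate explanation, and these cannot be separated with the values at hand. Whether the animals' housing or anaesthesia played a part was not tested.

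Marker scores that rose above all day 1 libraries were those of neutrophils on day 3 (7.29 on the log2 scale), macrophages (1.16) and leukocytes (1.64) on day 3, myofibroblasts on day 10 (2.70), endothelial cells on day 5 (0.64), wound edge keratinocytes on day 3 (5.18), hair follicles on day 14 (3.14), adipocytes on day 14 (0.29) and Y chromosome genes on day 5 (0.29). Each had an exact permutation p of 0.0286 and a Benjamini-Hochberg adjusted value of 0.043 over 78 comparisons. The scores of T or NK cells (-1.35 on day 14) and skeletal muscle (-2.47 on day 3) were below day 1 on all later days, basal keratinocytes were lower on days 5 and 7 (-0.75 and -0.80), and matrix fibroblasts differed on no day, at most by -0.90. Other scores fell on some days as well, those of hair follicles on days 3 and 5 (-4.99 and -3.97), macrophages on days 10 and 14 (-0.47 and -1.74), leukocytes on days 10, 12 and 14 (-0.36, -0.37 and -1.20), neutrophils on day 14 (-1.02) and adipocytes on day 12 (-0.35), each in 4 of 4 libraries below all of day 1. The 2 smallest rises, of adipocytes and Y chromosome genes, are of the size of the spread between single libraries elsewhere, and no explanation was tested for them.

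The rise of hair follicle transcripts on days 12 and 14 was weighed further. Without composition normalization it was 3.27 on day 14, which argues against the normalization as the cause. Melanocyte transcripts, which accompany follicles in their growth phase, were 4.74 higher on day 14 and above all day 1 libraries in 4 of 4 libraries. Follicles in their growth phase are consistent with both values. Shaving of the back, the age of the mice and the wound itself cannot be separated by this design.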

How the results depend on the processing

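The fold changes of Mlkl against day 1 on days 3, 5, 7, 10 and 12 kept their direction and an adjusted p under 0.05 (for the ratio to Gapdh counts, an exact permutation p) in all alternatives. Over the alternatives other than leaving out a library, they ranged from 1.04 to 1.27 on day 3, 0.92 to 1.15 on day 5, 0.65 to 1.26 on day 7, 0.41 to 0.95 on day 10 and 0.33 to 1.27 on day 12. The 5 contrasts of Mlkl against day 3, the order of the Fig. 1A panels and the 24 largest changes named kept their direction and call in every alternative run on them. The changed values below come mostly from differences near 0. Unless a construction is named, the cause was not tested.

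Without composition normalization, the median log2 fold change of all genes moved by 0.13 on day 14 and 0.14 on day 12, and the values without it should be read against that shift. On day 14 Mlkl was at -0.0023 and changed sign to 0.032 with DESeq2's size factors, 0.13 without composition normalization, 0.049 with upper quartile normalization, 0.035 with no filter, 0.033 with DESeq2 on all libraries, 0.043 with DESeq2 and 0.069 with edgeR on the 8 libraries, 0.0035 with the Xist covariate, 0.11 with limma on log2(FPKM + 1) at either filter and 0.13 on log2(FPKM + 0.1). None of these had an adjusted p under 0.05 (from 0.23 to 0.98, edgeR, DESeq2 or limma, Benjamini-Hochberg). Relative to Gapdh counts, chosen after seeing the data, Mlkl was at 0.82. With single libraries left out it ran from -0.067 to 0.19.

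The number of differentially expressed genes depends on the filter and the limits. With at least 10 counts in every library, which leaves fewer genes to test, 1722, 1162, 734, 677, 510 and 1306 genes passed on days 3, 5, 7, 10, 12 and 14, against 3420, 2520, 1702, 1715, 1339 and 2531. With no filter, 2756, 2722 and 2284 passed on days 7, 10 and 12. A fold change over 1.5 gave 7435, 6435, 5026, 4988, 4150 and 6618, and an adjusted p under 0.05 with no fold limit 12064, 10779, 9130, 9129, 8557 and 11352. Limma on log2(FPKM + 1) gave 1090, 740, 485, 416, 367 and 722, with a mean FPKM of at least 1 it gave 1065, 731, 473, 416, 364 and 706, and on log2(FPKM + 0.1) 1613, 1032, 1007, 790 and 1618 on days 5, 7, 10, 12 and 14. The pseudocount shrinks the fold changes of low genes by construction. The other alternatives, leaving out single libraries included, stayed within 1.5 times. The balance of higher and lower genes moved as well. On day 12, 704 genes were higher and 635 lower, and 830 and 503 without composition normalization, 198 and 312 with at least 10 counts in every library and 255 and 112 with limma on log2(FPKM + 1). On day 14 they were 933 and 1598, and 369 and 353 with limma on log2(FPKM + 1).

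The genes of the Fig. 1A panels called were 16, 11, 9, 9, 2 and 3. With at least 10 counts in every library they were 7, 4, 3, 0 and 0 on days 5, 7, 10, 12 and 14. With limma on log2(FPKM + 1), with or without the minimum mean, they were 8, 4, 3, 0 and 0 on days 3, 7, 10, 12 and 14, and on log2(FPKM + 0.1) 5, 1 and 0 on days 10, 12 and 14. A fold change over 1.5 gave 28, 29, 19, 15, 8 and 10, and an adjusted p with no fold limit 28, 29, 22, 25, 20 and 24. On the 8 libraries alone, day 12 had 1 with DESeq2 and 1 with edgeR, and day 14 had 1 with edgeR. With single libraries left out, the number ran from 1 to 3 on day 12 and from 1 to 3 on day 14. The number was 1 without day 14 replicate 4.

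The genes higher on every day numbered 70, and 21 with at least 10 counts in every library, 8 with limma on log2(FPKM + 1) at either filter, 33 on log2(FPKM + 0.1), 37 with edgeR on the 8 libraries, 349 at a fold change over 1.5 and 861 by adjusted p. They numbered 111 without day 1 replicate 1, and 68 to 111 over all libraries left out in turn. The genes lower on every day numbered 169, and 97, 28, 28, 79, 1014 and 1768 with at least 10 counts, limma on log2(FPKM + 1) at either filter, log2(FPKM + 0.1), a fold change over 1.5 and adjusted p.

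Among single genes, Fasl was at 0.0044 on day 10 and 0.017 on day 12 with limma on log2(FPKM + 1), at 0.11 and 0.16 on log2(FPKM + 0.1), at 0.0056 and 0.057 with the replicate block, and on day 12 at 0.12 without composition normalization, 0.018 with DESeq2 on 8 libraries and 0.063 with the Xist covariate. With libraries left out it ran from -0.37 to 0.47 on day 10 and from -0.31 to 0.52 on day 12. Insl6 on day 14 was at 0.082 with limma on log2(FPKM + 1) at either filter, 0.14 on log2(FPKM + 0.1), 0.089 without composition normalization, 0.0075 with upper quartile normalization, 0.011 with DESeq2 and 0.036 with edgeR on 8 libraries, and from -0.12 to 0.31 with libraries left out. Ripk3 on day 14 was at -0.0037 with the Xist covariate and ran from -0.076 to 0.33. Sycp2 on day 12 ran from -0.15 to 0.65 and Tnf on day 14 from -0.079 to 0.33.

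Limma on log2(FPKM + 1), at either filter, put Il6 on day 12 at 0.0095, Mmp9 on day 10 at 0.090, Ptges on day 12 at 0.045, Ripk1 on day 12 at 0.081, Casp8 on day 14 at 0.054 and Fadd on day 12 at 0.052. On log2(FPKM + 0.1) these were 0.22, 0.12, 0.049, 0.10, 0.059 and 0.060, and Chil3 on day 14 was at 0.24. Without composition normalization, Ptges was at 0.040, Ripk1 at 0.11, Casp8 at 0.056 and Fadd at 0.063 on the same days. Casp8 on day 14 was at 0.00017 with edgeR on 8 libraries, and Bcl2 on day 12 at -0.0019 with at least 10 counts. With libraries left out, Il6 on day 12 ran from -0.59 to 0.66, Trp53 on day 5 from -0.011 to 0.098, Bcl2 on day 12 from -0.029 to 0.048, Vegfa on day 14 from -0.0092 to 0.16, Mmp9 on day 10 from -0.40 to 0.13 and Chil3 on day 14 from -1.05 to 0.70. Casp8 ran from -0.0028 to 0.097 on day 12 and from -0.096 to 0.053 on day 14. Fadd ran from -0.0066 to 0.16 on day 5, from -0.017 to 0.016 on day 7 and from -0.0089 to 0.055 on day 10. Il6 on day 12 (0.66) and Chil3 on day 14 (0.70) turned upward without day 1 replicate 1.

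Of the 6 genes named first, 21 further values were weaker and 1 was stronger, on days 10, 12 and 14. Of the panel genes, 2 were weaker and 4 stronger. Of the transcripts measured elsewhere and the necroptosis partners, 39 were weaker and 38 stronger out of 2222.

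Of 858 values of the marker scores under the alternatives, 7 were weaker and 3 stronger. The weaker ones came without composition normalization (3) and on log2(FPKM + 1) (4). The hair follicle score of day 10 was at 0.024 without composition normalization and ran from -0.34 to 0.45 with libraries left out. The neutrophil score of day 12 ran from -0.33 to 0.018, that of matrix fibroblasts on day 5 from -0.054 to 0.54 and that of adipocytes on day 10 from -0.16 to 0.0056. On log2(FPKM + 1), Mlkl relative to leukocyte markers was at -0.074 on day 5 and 0.17 on day 7, relative to macrophage markers at -0.047 on day 3 and -0.084 on day 5, and relative to neutrophil markers at 0.38 on day 14. With libraries left out, the day 5 values ran from -0.023 to 0.12 for leukocytes and from -0.022 to 0.15 for macrophages. The correlation of Mlkl with Tnf ran from -0.019 to 0.23 and that with Ripk3 from -0.081 to 0.52. The correlation with Ripk3 rests on day 1 replicate 1, without which it was -0.081, and it was -0.37 among the wound days alone, chosen after seeing the data.

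Replicate numbers did not pair the libraries. Deviations of libraries with the same number on different days correlated from -0.27 to 0.56, with a median of 0.015, and 21 of 84 pairs were over 0.1. With the replicate block, only Fasl on days 10 and 12 changed, in sign. The Xist covariate was taken from a gene at the limit of counting in all libraries and says nothing about sex. The depth limits Sycp2, Fasl and the 6 untested panel genes, for which differences of a few counts decide the value.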

Differences from the paper's values

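The paper's Fig. 1B gives MLKL mRNA by RT-PCR relative to GAPDH and to day 1, with SD as the error, and its values were read by eye. From the counts, the fold against day 1 was 1.69 on day 7, where Fig. 1B shows about 3.1. On day 10 it was 1.35 against about 4.0 in Fig. 1B, on day 12 it was 1.26 against about 4.7 in Fig. 1B, and on day 14 it was 0.998 against about 4.1 in Fig. 1B. A value is taken to differ here if it is more than 1.5 times apart and by more than the larger SD. None of the alternatives set before the data were examined brought the folds within these limits, with folds from 1.57 to 1.83 on day 7, 1.27 to 1.46 on day 10, 1.19 to 1.40 on day 12 and 0.955 to 1.14 on day 14 over 21 alternatives each. Relative to Gapdh counts, an alternative chosen after seeing the values, the fold was 2.39 on day 7, which is within 1.5 times of the paper's value but still below it by more than its SD, and 1.93, 2.40 and 1.76 on days 10, 12 and 14, which is not. On days 3 and 5 the folds of 2.39 and 2.2 were within 1.5 times of about 2.8 and about 2.2 in Fig. 1B.

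The paper states that MLKL is overexpressed throughout healing. In the counts, Mlkl was at a log2 fold change of -0.0023 on day 14 and did not pass the fold change limit of the paper's methods on any day. On day 14 it was above day 1 with a p under 0.05 only relative to Gapdh counts (0.82, exact permutation p = 0.0286), chosen after seeing the values. On day 12, with an adjusted p of 0.0041 (edgeR, Benjamini-Hochberg), 3 of 4 libraries were above all of day 1 by log2 CPM. By FPKM all 4 were.

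The paper states that Sycp2, HK3 and TNF-α are overexpressed throughout healing. Sycp2 was not different from day 1 on day 12 (log2 fold change 0.24) and Tnf was not on day 14 (0.048), and no alternative called either of them on these days. Hk3 was higher on all 6 days. Of RIPK3 the paper states overexpression at the wound site, and Ripk3 was not different from day 1 on day 14 (0.010), apart from the fit without day 1 replicate 1, where it was higher by 0.33 with an adjusted p of 0.0045 (edgeR, Benjamini-Hochberg).

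Fig. 1A presents 30 upregulated genes for each day. Fasl was at -0.056 on day 10 and -0.015 on day 12 and Insl6 at -0.035 on day 14, and neither was called higher on these days under any alternative.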

Other observations

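All tests of explanations in this part were chosen after the results were seen.

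The day 1 libraries, against which all changes are measured, fell into pairs. Deviations from the day mean were correlated across genes between replicates 2 and 3 (r = 0.84) and between replicates 1 and 4 (r = 0.44). Between these pairs r was from -0.84 to -0.78. These negative values follow from the centring on the mean of the same libraries once each pair agrees, and are not separate evidence. Without the centring, r of log2 CPM was 0.997 and 0.983 within the pairs and from 0.950 to 0.957 between them. No labels set these libraries apart, and they were not compared as groups. Deviations followed gene length with a largest absolute rho of 0.175. They followed GC content with one of 0.189, positive in replicates 1 and 4 and negative in replicates 2 and 3, so that either trend may be a part of the pattern. As the whole cause each is argued against, since with the trend taken out of every library the least deviating day 1 library still deviated 1.90 times (gene length) and 1.59 times (GC content) as much as the libraries of the most variable later day on average. Clock genes differed among the day 1 libraries over a range of 4.18 on the log2 scale. Within any later day they differed over at most 0.32, so that collection at different times of day may contribute. The same measure, a difference between 2 groups of clock genes, also moved between the later days, from -0.82 on day 3 to 2.17 on day 14. The time of day may therefore differ between days as well and cannot be separated from the day. Replicates 1 and 4 had more of the wound edge keratinocyte markers (5.38 and 4.57) than replicates 2 and 3 (2.77 and 3.02), and the rho of the deviation to the day 3 change was 0.18 in replicate 1 and -0.093 in replicate 4, so that wounded tissue in some of these libraries may be a part as well. Tissue like that of day 3 as the whole cause is argued against by a ratio of 1.58 with the trend along the day 3 change taken out. The time of day and wounded tissue as parts cannot be told apart, as the times and sites of collection are not given in the labels.

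The day 1 libraries carried few transcripts of neutrophils. The score was 0.35 ± 0.47 (SD, n = 4) on day 1 and 7.64 ± 0.090 on day 3, and on day 14 it was lower than on day 1 by a difference of -1.02. Wound edge keratinocyte markers were at 3.94 ± 1.25 on day 1 and 9.12 ± 0.12 on day 3. The level near that of the closed wound is consistent with skin taken before or at the time of wounding, as the label day 0 says. The legends of Figs. 1 and 2 count the day of the injury as day 1, so that the label and the paper can name the same day. The paper's methods say that skin came from the whole wound site after injury on each listed day, day 1 included. By this text the day 1 skin was taken after the punch, and how long after is not given.

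Within the later days, libraries differed little, with a lowest biological coefficient of variation of 5.70% on day 10. Pooled or repeated samples and uniform littermates cannot be told apart from this value, although all pairs differed by more than counting noise.

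Xist was near 0 in all libraries, with 0 to 13 counts, and the Y chromosome genes had 5271 to 8081 counts per library. This is the pattern of male tissue in each of the 28 libraries.

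The paper measures MLKL mRNA by RT-PCR relative to GAPDH. In the counts, Gapdh itself fell, with a log2 fold change against day 1 of -0.50 on day 7, -0.53 on day 10, -0.94 on day 12 (adjusted p = 7.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.83 on day 14. The log2 ratio of Mlkl to Gapdh counts was 0.82 above day 1 on day 14 (exact permutation p = 0.0286), so the lower level of Gapdh may explain that the RT-PCR of Fig. 1B stays above day 1 there. It is argued against as the source of a further rise from day 3 to day 12, since the ratio of the Gapdh-relative folds of these days was 1.07. The RT-PCR samples were not analysed here.

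Transcripts of proteins the paper measures elsewhere changed in these wild-type libraries as follows. Il6 had a log2 fold change of 6.33 on day 3. On day 14 it was at -1.67 (exact permutation p = 0.171), and at -0.69 without day 1 replicate 1, where the adjusted p was 0.254 (edgeR, Benjamini-Hochberg). DESeq2 on the 8 libraries and the 3 limma settings did not call Il6 on day 14 either. Ptgs2, which encodes a prostaglandin synthase, was at 5.97 on both days 3 and 5 and at 0.39 on day 14 (adjusted p = 0.279, edgeR, Benjamini-Hochberg), where it was at 0.93 without day 1 replicate 4 (adjusted p = 0.010, edgeR, Benjamini-Hochberg). Ptges was at 1.31 on day 3 and -0.54 on day 14. Arg1 and Nos2, markers of M2 and M1 macrophages, were at 4.07 and 4.94 on day 5, and Chil3 was at 6.74 and Il10 at 1.05 (exact permutation p = 0.057) on that day. Arg1 was at -1.83 on day 14, and Il10 at -1.28 on day 10 and -1.67 on day 14 (exact permutation p = 0.0286 each). Bcl2 was lowest on day 5, at -0.85, and Trp53 highest on day 14, at 0.62. Esr1 was at -0.64 on day 3. The paper reports a late-stage increase of the EGF, VEGF and MMP-9 proteins. In the transcripts, Egf was below day 1 on all 6 later days and at -2.08 on day 14. Vegfa was at 1.10 on day 3 and at 0.97, 0.45 and 0.39 on days 5, 7 and 10, on which the paper stained these proteins, at -0.37 on day 12 (adjusted p = 0.0046, edgeR, Benjamini-Hochberg; exact permutation p = 0.114), a call lost in 6 alternatives, and at 0.035 on day 14 (adjusted p = 0.783, edgeR, Benjamini-Hochberg). Mmp9 was at 1.81 on day 3, at 1.57, 1.51 and -0.16 on days 5, 7 and 10, and at -3.63 on day 14. Transcripts and proteins need not move together, and no explanation was tested.

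Of the necroptosis partners, Casp8 was higher on days 3, 5, 7 and 10 (1.21, 1.03, 0.64 and 0.42) and Ripk1 on days 3, 5 and 7 (0.73, 0.55 and 0.35). Casp8 was at -0.071 and Ripk1 at -0.46 on day 14. Zbp1 was at 1.43 on day 3, -0.99 on day 10 and -0.64 on day 14, where it was at -0.28 without day 1 replicate 1 (adjusted p = 0.095, edgeR, Benjamini-Hochberg). Between these falls, on day 12, Zbp1 was at 0.32 (adjusted p = 0.130, edgeR, Benjamini-Hochberg). It was called higher on that day without composition normalization (0.46) and with limma (0.53 to 0.57). The same held without day 1 replicate 1 (0.62) or 4 (0.45). Fadd was at 0.23 on day 3, and at 0.14 with upper quartile normalization (adjusted p = 0.116, edgeR, Benjamini-Hochberg). On day 14 Fadd was at 0.14 (adjusted p = 0.112, edgeR, Benjamini-Hochberg) and was called higher in 10 alternatives, among them those without day 1 replicate 1 (0.21), 2 (0.20) or 4 (0.23), and at most at 0.27, without composition normalization.

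Other splits of the same libraries were counted as a check of the numbers of genes, in fits of the 8 libraries of each comparison alone. On each of the 6 days, only the real one of the 35 splits into 4 and 4 gave as many differentially expressed genes. In every other split both groups held libraries of both days, so the change between the days added to the spread within groups. The splits therefore show that the days differ, and cannot check how many genes do. The genes of the Fig. 1A panels called were as many in 1 of the 35 splits on days 3, 5, 7 and 10, and in 2 of the 35 on days 12 and 14. As the panels were chosen on these libraries for the real split, these panel counts decide nothing about chance. The fits of 8 libraries called only 1 panel gene on each of these last days, fewer than the fit of all libraries, and another split reached that number. Among 60 draws of the day labels, the real one included, 2 gave as many genes higher on every day and 1 gave as many lower, and the other draw reached 81 higher genes.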
